# Live-seq enables temporal transcriptomic recording of single cells

**DOI:** 10.1038/s41586-022-05046-9

**Published:** 2022-08-17

**Authors:** Wanze Chen, Orane Guillaume-Gentil, Pernille Yde Rainer, Christoph G. Gäbelein, Wouter Saelens, Vincent Gardeux, Amanda Klaeger, Riccardo Dainese, Magda Zachara, Tomaso Zambelli, Julia A. Vorholt, Bart Deplancke

**Keywords:** Gene expression analysis, Gene expression profiling, Transcriptomics, Applications of AFM

## Abstract

Single-cell transcriptomics (scRNA-seq) has greatly advanced our ability to characterize cellular heterogeneity^1^. However, scRNA-seq requires lysing cells, which impedes further molecular or functional analyses on the same cells. Here, we established Live-seq, a single-cell transcriptome profiling approach that preserves cell viability during RNA extraction using fluidic force microscopy^2,3^, thus allowing to couple a cell’s ground-state transcriptome to its downstream molecular or phenotypic behaviour. To benchmark Live-seq, we used cell growth, functional responses and whole-cell transcriptome read-outs to demonstrate that Live-seq can accurately stratify diverse cell types and states without inducing major cellular perturbations. As a proof of concept, we show that Live-seq can be used to directly map a cell’s trajectory by sequentially profiling the transcriptomes of individual macrophages before and after lipopolysaccharide (LPS) stimulation, and of adipose stromal cells pre- and post-differentiation. In addition, we demonstrate that Live-seq can function as a transcriptomic recorder by preregistering the transcriptomes of individual macrophages that were subsequently monitored by time-lapse imaging after LPS exposure. This enabled the unsupervised, genome-wide ranking of genes on the basis of their ability to affect macrophage LPS response heterogeneity, revealing basal *Nfkbia* expression level and cell cycle state as important phenotypic determinants, which we experimentally validated. Thus, Live-seq can address a broad range of biological questions by transforming scRNA-seq from an end-point to a temporal analysis approach.

## Abstract (web summary)

Live-seq, a single-cell transcriptome profiling approach that preserves cell viability during RNA extraction using fluidic force microscopy, can address a range of biological questions by transforming scRNA-seq from an end-point to a temporal analysis approach.

## Main

A cell’s response to an internal or external stimulus is known to be heterogeneous, with some cells responding more strongly than other seemingly similar cells^4–8^. However, it is challenging to understand how a cell’s molecular state affects the speed and the extent to which it responds to a perturbation such as an inflammatory signal or a differentiation stimulus^7,9^. The main obstacle is that most genome-wide profiling methods destroy the cell, which makes follow-up molecular or phenotypic experiments on this same cell impossible.

Several cell profiling approaches have been developed in recent years to address this limitation of destructive sampling, which can be broadly grouped into two categories. First, purely computational approaches will infer a cell’s past on the basis of a snapshot measurement, either through connecting similar cellular states into a continuous trajectory or through modelling messenger RNA splicing dynamics^10,11^. Although insightful, the models generated by these tools should still be interpreted as statistical expectations rather than the actual transition path of the cells^12,13^. Moreover, the power of these techniques to correctly infer a cell’s past at longer time scales and at the individual gene level remains controversial^14,15^. A second category of approaches will tag a cell or some of its molecules. For example, metabolic labelling of mRNA can distinguish newly synthesized mRNA molecules from old ones^14–16^. Alternatively, cells can be tagged genetically, and their daughter cells can then be tracked independently for molecular or phenotypic profiling^17–22^. Although these molecular approaches are powerful, they are typically only applicable on short time scales or on a few features per cell, and depend on several biological assumptions to infer the initial state of a cell. These assumptions include homogenous degradation rates across cells and genes or maintenance of a molecular state over generations (for example, when using the cell carbon-copying approach^8^), which can be violated at the level of individual genes^23^.

Here, we introduce Live-seq, a technology that keeps the cell alive after transcriptome profiling by using a cytoplasmic biopsy. The approach is based on fluidic force microscopy (FluidFM)^2,3,24^, which couples force control with volume control^2,24^ and was previously shown to allow single-cell extractions^3^. By optimizing both the FluidFM procedure and a low-input RNA-sequencing (RNA-seq) approach^25^ and combining them, we show that high-quality, cytoplasmic mRNA can be withdrawn from live, single cells in an amount that is compatible with transcriptome profiling. As this procedure can be performed while keeping the cells alive, it allows to directly couple the current state of a cell to its downstream molecular and phenotypic properties. We demonstrate how Live-seq can be used to perform sequential molecular profiling of the same cells. In addition, we show that Live-seq can function as a transcriptomic recorder by preregistering the transcriptomes of individual macrophages to subsequently identify factors underlying macrophage lipopolysaccharide (LPS) response heterogeneity, uncovering basal *Nfkbia* expression level and cell cycle state as important phenotypic determinants.

## Results

### The basics of Live-seq

We have previously shown that FluidFM can be used to sample a fraction of the cytoplasm of a cell, while preserving its viability^3^. The quantitative PCR (qPCR) assays for selected house-keeping genes thereby demonstrated that the collected biopsies contain mRNA, raising the exciting possibility that FluidFM could be used to profile the transcriptome of a live cell. Before exploring this opportunity, we first optimized the FluidFM extraction procedure to maximize RNA recovery. This is because we anticipated that cytoplasmic biopsies of about 1 pl would only yield a few picograms of RNA, down even to subpicograms, given that the total RNA content in mammalian cells ranges from as little as 1 up to 50 pg, dependent on cell type^26^. We thus set out to minimize the degradation of sampled RNA and the loss of (already picolitre-scale) sample during the cell-to-tube transfer by (1) reducing the extraction time, (2) lowering the temperature, (3) implementing a preloading of the FluidFM probe with sampling buffer with the goal of immediately mixing the extracted cytoplasmic fluid with RNase inhibitors, (4) releasing the extract into a microlitre droplet containing buffer that is compatible with downstream RNA-seq and (5) implementing image-based cell tracking for sequential extraction (relevant for sequential Live-seq as described below). The process is detailed in Fig. 1a and Methods.

**Fig. 1:**
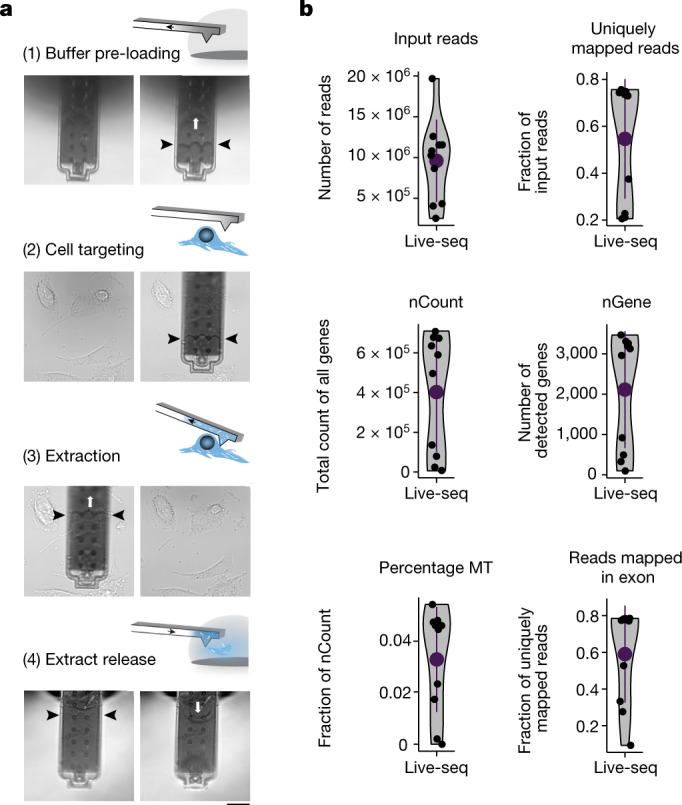
Live-seq combines optimized FluidFM-based live-cell biopsy with enhanced Smart-seq2 RNA-seq. **a**, Illustration and representative images of the Live-seq sampling procedure using FluidFM (here, applied on brown preadipocyte IBA cells). The white arrows indicate the application of under- or overpressure. The black arrows indicate the amount of buffer and extract in the probe. Scale bar, 20 μm. **b**, Quality control of Live-seq applied on IBA cells based on the parameters that are listed above each panel. *n* = 10 cells. nGene, number of detected genes; nCount, total count of all genes; percentage MT, percentage of counts from mitochondrial genes. Error bars represent mean ± s.d.

In parallel, we aimed to maximize the generation of complementary DNA from the extracted mRNA. As Smart-seq2 (ref. ^25^) was widely appreciated as one of the most sensitive RNA-seq methods to detect low amounts of RNA^27–29^ at the time of method development, we examined whether it could amplify cDNA at the expected picogram scale. Although successful for RNA inputs above 5 pg, little to no cDNA was recovered from inputs of 2 pg or less (Extended Data Fig. 1a). To improve recovery, we systematically assessed and subsequently optimized the efficiency of each step in the workflow (detailed in Supplementary Note). These efforts yielded a protocol that enables the reliable detection of 1 pg of total RNA (Extended Data Fig. 1b, detailed in Supplementary Fig. 1a–f and Methods). Read-outs of several parameters attested to the high sensitivity of the method (Extended Data Fig. 1c, d)^25^, including (1) the high rate of uniquely mapped reads, (2) the number of detected genes and (3) the gradual increase of the cumulative proportion of each library assigned to the top-expressed genes from 1 pg input RNA, while absent in the negative control (0 pg input RNA). Consistent with this, we observed that the reads from the negative control are overrepresented by poly A and TSO sequence stretches and that they map to only few genes (Extended Data Fig. 1e, f).

Next, we combined FluidFM-based cytoplasmic sampling with our enhanced, low-input RNA profiling workflow to explore the possibility of profiling transcriptomes from live cells. As an initial proof of concept, we sampled mouse immortalized brown preadipocyte (IBA) cells^30^ and detected on average about 2,100 genes (nGene) at a sequencing depth of around 1 million reads per sample (Fig. 1b). As the same FluidFM probe can be used for sequential sampling of several cells, a wash process was implemented to prevent cross-contamination (>99% accuracy based on read mapping) (Extended Data Fig. 1g and Methods).

Together, these technological advances constitute the methodological foundation of Live-seq for transcriptome profiling using cytoplasmic biopsies.

### Stratification of cell types and states

To assess the cell identity- or even cell state-resolving power of Live-seq-derived cell transcriptomes, we applied our approach to distinct cell types (Fig. 2a). These included IBA cells, primary mouse adipose stem and progenitor cells (ASPCs) and two monocyte or macrophage-like RAW264.7 cell lines: one wild-type and one RAW264.7 subline (RAW-G9) containing an mCherry reporter driven by the *Tnf* promoter^31^ to facilitate downstream functional analyses (shown below). 

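The 296 Live-seq libraries examined were each made by enhanced Smart-seq2 from cytoplasm drawn out of a single living cell. Among them, 4 pairs of RAW and 9 pairs of ASPC samples came from the same cell, sampled again, and each library is counted as a cell. They came from 50 RAW_LPS, 44 IBA, 61 ASPC_Pre and 37 ASPC_Post cells and from RAW_Mock cells, of which there were 1, 8, 20, 63 and 12 in batches 5Reseq, 6, 7, 8_8 and 9_4. RAW_LPS cells had received lipopolysaccharide (LPS), a bacterial cell wall component that activates macrophages, and were sampled 4 to 5 h later. The dose is 100 ng/ml in the paper's methods, 100 nM in its Fig. 2 legend and 40 ng/ul in the sample labels. ASPC_Post cells had received an adipogenic cocktail for 2 days. The labels name 5 batches (5Reseq, 6, 7, 8_8 and 9_4), which were taken as the replicates. RAW cells were present in all 5 batches, IBA cells in 3, ASPC_Pre cells in 2 and ASPC_Post cells in 1. Batch 5Reseq held the wild-type RAW264.7 cells (11 RAW_LPS and 1 RAW_Mock), and the RAW cells of the other 4 batches were RAW-G9. The authors aligned read 1 (75 bp) to the mouse genome GRCm38 with STAR 2.6.1c and counted uniquely mapped reads per gene of Ensembl release 87 with HTSeq 0.10.0, regardless of strand. The deposited table holds these raw counts for 30452 features, without normalization and without molecular identifiers. Total counts per cell ranged from 64547 to 1116946 in RAW_Mock (median 396776), from 69292 to 1074064 in RAW_LPS (median 600516.5) and from 131770 to 1420584 in IBA (median 593627.5). In ASPC_Pre they ranged from 83553 to 1502418 (median 443941) and in ASPC_Post from 275404 to 1603790 (median 608826). As in the paper, the 20 genes found in its negative controls and 92 ribosomal protein genes were left out, which took a median of 24.1% of a Live-seq cell's counts. The kept counts were summed per batch and state wherever at least 3 cells were present, giving 15 sums, and levels are given as CPM of these sums, with the kept counts as library size. States were compared by edgeR's quasi-likelihood test with TMM normalization and batch as a replicate block. Genes entered the test as in the paper, with at least 2 counts in at least 15% of the cells of a state. A gene was called differentially expressed at a false discovery rate below 0.05 and an absolute log2 fold change above 1. Intervals given for counts or shares of cells cover counting error only, since reads without molecular identifiers are not independent molecules.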

The latter cell line and its parental RAW264.7 line are molecularly and phenotypically similar^31^ and will therefore be further referred to as ‘RAW’ cells. 

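The wild-type and RAW-G9 lines could be compared in RAW_LPS cells, where batch 5Reseq held 11 wild-type cells. Across genes, the Pearson correlation of log2(CPM + 1) between the wild-type sum and each of the 4 RAW-G9 sums ranged from 0.66 to 0.85. Between the RAW-G9 sums themselves it ranged from 0.65 to 0.87 over 6 pairs, so that over all genes the correlations with the wild-type sum were no lower than those between RAW-G9 sums. Single genes did differ. By a rule set after the values had been seen, 7 genes were above 100 CPM in the wild-type sum and under 10 in every RAW-G9 sum of both techniques and treatments. They were Ly6e (1050), Il1rn (874), Cd36 (831), Csf2ra (271), Msantd2 (153), Pmaip1 (141) and Pkd1l2 (117). Amy1 and the mCherry reporter had 0 counts in the wild-type sum and at least 157 and 637 CPM in every RAW-G9 RAW_LPS sum. The same rule was applied to each RAW-G9 RAW_LPS sum of Live-seq against the RAW sums of other batches. It gave 7 higher genes for batch 6 and 0 or 1 for batches 7, 8_8 and 9_4. Genes lower in the sum numbered 63 for batch 6, 1 for batch 7, 2 for batch 8_8 and 0 for batch 9_4. The 7 higher and 2 lower genes of the wild-type sum are thus no more than those of batch 6. That sum held only 4 cells with 1410154 kept counts, against 5192229 in the wild-type sum. The 7 higher genes exceed the 0 or 1 of the other RAW-G9 batches. The wild-type line is in a single batch, and line and batch can therefore not be separated. The mCherry reporter is an exception, as the paper describes it as part of RAW-G9. The mCherry reporter was counted in 32 of 39 RAW-G9 RAW_LPS cells (82.1%, exact binomial 95% interval 66.5 to 92.5%) and in none of the 11 wild-type cells (0%, 0 to 28.5%). Among RAW-G9 RAW_Mock cells, 28 had mCherry counts (27.2%, 18.9 to 36.8%).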

In total, we acquired 641 samples across five replicates and generated 588 libraries for sequencing (see Methods for a description of the different datasets). From these, 294 samples passed our filtering criteria, including (1) more than 1,000 genes per sample, (2) fewer than 30% of reads derived from mitochondrial genes and (3) more than 30% uniquely mapped reads (Supplementary Fig. 2a and Methods). 

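The deposited table holds 296 Live-seq cells. Counting every gene in the table, 2 of them had fewer than 1000 genes, with 942 and 844 genes. Both were RAW_Mock cells of batch 8_8. The lowest number in any other cell of the table was 1006. No Live-seq cell exceeded a mitochondrial share of 30%, the highest being 29.3%. The share of uniquely mapped reads cannot be recomputed from the counts. Values below use all 296 cells, and the 294 cells within the limits where stated.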

Similar to Smart-seq2 (ref. ^25^), reads spanned the full length of transcripts (Supplementary Fig. 2b). An average of 4,112 genes were detected (Extended Data Fig. 2a) with further quality controls shown in Supplementary Fig. 2c, d.

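Over the 294 cells within the limits, a mean of 4154.1 genes had at least 1 count after the negative-control and ribosomal protein genes were left out. Over all 296 cells the mean was 4131.5 and the median 3939. The means of the 5 batches had an SD of 1343.5. Mean numbers per state were 3311 in RAW_Mock, 3623.2 in RAW_LPS, 4702.3 in IBA, 4571.5 in ASPC_Pre and 5720.5 in ASPC_Post, differences of the same order as the spread between batches. Sampling cells down to an equal 50000 counts moved the mean most, to 3186.2 over the 293 cells with enough counts. ASPC_Pre cells differed by batch, with a median of 1636 genes over 18 cells in batch 8_8 and 6057 over 43 cells in batch 9_4.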

**Fig. 2:**
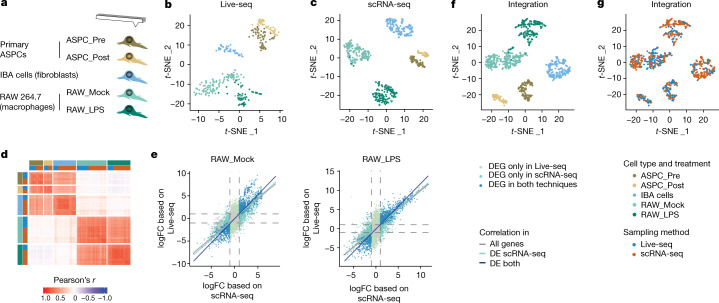
Live-seq enables the stratification of cell type and state (treatment). **a**, Experimental setup. 100 nM LPS or PBS was used for RAW_LPS and RAW_Mock, respectively. A chemical cocktail was used to differentiate ASPCs (Methods). ASPC_Pre and ASPC_Post denotes ASPCs pre- and post- (2 days)-adipogenic differentiation induction. **b**, *t-*SNE projection of Live-seq data coloured by cell type/states. *n* = 61 for ASPC_Pre, *n* = 37 for ASPC_Post, *n* = 44 for IBA, *n* = 102 for RAW_Mock, *n* = 50 for RAW_LPS. **c**, *t-*SNE projection of scRNA-seq data (Smart-seq2) coloured by cell type or state. *n* = 60 for ASPC_Pre, *n* = 35 for ASPC_Post, *n* = 153 for IBA, *n* = 157 for RAW_Mock, *n* = 149 for RAW_LPS. **d**, Gene expression correlation (Pearson’s *r*) between all the cells from both scRNA-seq and Live-seq. **e**, A direct comparison of the log fold gene expression change derived from Live-seq and scRNA-seq data when comparing the cluster of cells corresponding to a focal cell state (here, left, RAW_Mock and left, RAW_LPS) to the rest of all the cells (Methods). For the correlation, *P* = 2.2 × 10^−16^ for all conditions (All genes, DE scRNA-seq and DE both), two-sided *F*-test. **f**, **g**, Visualization of Live-seq and scRNA-seq data after anchor-based data integration (Methods) reveals no obvious molecular differences. *t*-SNE projection of the integrated Live-seq and scRNA-seq data according to cell type and state (treatment) (**f**) and approach (**g**).

We observed that the Live-seq data separated into five clusters largely determined by cell type and state (treatment) rather than library complexity (number of genes detected), replicate identity or RAW cell subline (Fig. 2b, Extended Data Fig. 2b–d and Methods). This supports Live-seq’s ability to effectively profile and distinguish both primary and cultured cells, and distinct cell states. 

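Counts were log-normalized to 10000 per cell and clustered in Seurat with the paper's settings for the whole dataset (500 variable genes, 10 principal components, resolution 0.2). Clusters made up mostly of ASPCs were then clustered again on their own, here also at a resolution of 0.2. For this step the paper names the default Seurat pipeline, which has a resolution of 0.8. The Live-seq cells formed 4 clusters. A first cluster held 99 RAW_Mock, 8 RAW_LPS and 3 IBA cells, and a second held 42 RAW_LPS and 5 RAW_Mock cells. Another held 41 IBA cells. All 61 ASPC_Pre and 37 ASPC_Post cells fell into a single cluster at this resolution. With 0.8 for the ASPCs alone, which follows that wording but was tried after the values had been seen, 5 clusters formed, each state made up most of 1 of them, and the adjusted Rand index with the states was 0.802. At resolution 0.4 for both steps, 6 clusters formed and each of the 5 states made up most of at least 1 of them. The adjusted Rand index, which is 1 for identical partitions and close to 0 for unrelated ones, was 0.731 between clusters and states and 0.258 between clusters and batches. The index with the states moved most with 2000 variable genes, to 0.548. All 11 wild-type RAW_LPS cells were in the RAW_LPS cluster and the wild-type RAW_Mock cell was in the RAW_Mock cluster. From such a separation by cell type and state, the paper proposes that Live-seq can distinguish primary and cultured cells as well as cell states.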

The analysis per cell type comparing ASPC and RAW cells before and after stimulation thereby showed consistent results (Extended Data Fig. 2e, f).

To validate the biological relevance of the five clusters, we performed differential gene expression analysis (Supplementary Table 1) followed by Gene Ontology enrichment, yielding results that were largely consistent with the cellular characteristics of each cluster (Extended Data Fig. 3a, b, Supplementary Table 1 and Methods). In addition, matching of the top 100 marker genes to Mouse Gene Atlas annotations^32^ confirmed the expected molecular similarity of clusters 1, 2 and 3 cells to mouse embryonic fibroblasts and osteoblasts (Extended Data Fig. 3c), reflecting their mesenchymal or fibroblast nature. 

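Each state was compared with the average of the other 4 states on the log2 scale, over 10104 genes. RAW_Mock cells had 184 called genes (119 higher and 65 lower), RAW_LPS cells 249 (84 of them lower) and IBA cells 79 (54 higher, 25 lower). In ASPC_Pre cells 90 genes were called as higher and 11 as lower. ASPC_Post cells were in 1 batch and were not tested. These numbers rest on few batches. Without batch 9_4 they were 29, 37, 5 and 0 in the same order, and without batch 6 they were 262, 358, 131 and 171. DESeq2 called 1284, 1624, 657 and 405 genes, and the quasi-likelihood fit of edgeR 4 called 469, 523, 347 and 447. The 3 genes that rose and the 3 that fell most, among called genes with the same direction in every batch, are given for each state, with positions in GRCm38. In RAW_Mock cells Amy1 (ENSMUSG00000074264, chromosome 3, 113555710 to 113606699) reached 652 ± 454 CPM (SD, n = 4 sums) against 134 ± 236 (SD, n = 11) in the rest, a log2 fold change of 11.5 (standard error 0.89, adjusted p = 0.000359). No Amy1 counts were seen in the wild-type RAW_LPS sum. Cyth4 and Klhl6 followed with log2 fold changes of 11.22 and 11.02. Csf1 (ENSMUSG00000014599, chromosome 3, 107741048 to 107760469) was at 0.18 ± 0.236 CPM (SD, n = 4) in RAW_Mock against 390 ± 383 (SD, n = 11), a log2 fold change of -10.92 (standard error 1.68, adjusted p = 0.00895). Klf3 and Arhgap29 had log2 fold changes of -10.9 and -8.66. In RAW_LPS cells the largest rise was that of Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007), at 13.43 (standard error 0.59, adjusted p = 6.04e-05). Clec4e rose by 12.84 and Ccl4 by 12.46. Anxa6 fell by 13.11, and Hspg2, with no counts in RAW_LPS cells, was at least 1240-fold lower than in the other cells pooled. This and the bounds below set a floor of 3 counts over the state's cells against pooled counts, which can come mostly from a single state, and are not folds against the average of the states. Ly6e (ENSMUSG00000022587, chromosome 15, 74955051 to 74959905) had a log2 fold change of -13.53 (standard error 2.32, adjusted p = 0.0293) with the batch block. It was counted at 1050 CPM in the wild-type RAW_LPS cells and not in the RAW-G9 RAW_LPS cells, and without the block its change was 2.06. In IBA cells Sfrp2 (ENSMUSG00000027996, chromosome 3, 83766321 to 83774316) reached 1090 ± 873 CPM (SD, n = 3) against 0.022 ± 0.0593 (SD, n = 12), a log2 fold change of 14.25 (standard error 1.04, adjusted p = 0.013). Tgfbi and Ptn followed at 13.54 and 10.73. No counts of Csf1r, Cxcl14 and Atf3 were seen in IBA cells, which puts them at least 7220-fold, 1070-fold and 771-fold below the other cells pooled. In ASPC_Pre cells Actg2 (ENSMUSG00000059430, chromosome 6, 83512905 to 83536265) reached 1250 ± 1620 CPM (SD, n = 2) against 0.304 ± 0.904 (SD, n = 13), a log2 fold change of 13.04 (standard error 1.08, adjusted p = 0.0163). Gpx3 rose by 11.00 and Cnn1 by 10.95 on the log2 scale. Gpx3 was at 2890 ± 3100 CPM (SD, n = 2) against 1110 ± 3990 (SD, n = 13). The other states held 230203 of its counts and ASPC_Pre 83660, so that its fold does not mark it as specific to ASPC_Pre. Ccl4 and Ctss, without counts in ASPC_Pre cells, were at least 6020-fold and 2300-fold below the other cells pooled, where 77225 of 84115 Ccl4 counts came from RAW_LPS cells, and Tlr2 had a log2 fold change of -7.71.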

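A list of 10 genes of mesenchymal cells (Col1a1, Col1a2, Col3a1, Sparc, Pdgfra, Pdgfrb, Thy1, Dcn, Fn1 and Ly6a) was followed in the same comparisons. In ASPC_Pre cells all 10 genes were higher than in the rest, with a median log2 fold change of 6.97. Of these, 6 were called over all genes tested and 10 when adjusted over the list alone. In IBA cells 9 of the 10 were higher, with a median of 6.17, of which 5 were called over all genes and 9 when adjusted over the list alone. The exception was Thy1. Sparc (ENSMUSG00000018593), for example, had a log2 fold change of 7.57 in ASPC_Pre (standard error 0.78, adjusted p = 0.0083) and of 5.34 in IBA (standard error 0.69, adjusted p = 0.013). All 10 genes were lower in RAW_Mock and in RAW_LPS, and 5 were called in each. The list took 1.27% of the kept counts in ASPC_Pre, 1.71% in ASPC_Post and 1.04% in IBA, against 0.000138% in RAW_Mock and 0.000109% in RAW_LPS.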

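A list of 10 macrophage genes (Cd68, Lyz2, Ptprc, Csf1r, Itgam, Tyrobp, Fcer1g, Cd14, Laptm5 and Ctss) and one of 12 genes of LPS-treated macrophages (Tnf, Nfkbia, Il1b, Il1a, Cxcl2, Ccl3, Ccl4, Ptgs2, Nos2, Tnfaip3, Ccl5 and Il6) were followed in the RAW cells. All 9 macrophage genes tested were higher and called in RAW_Mock (median log2 fold change 8.37) and in RAW_LPS (median 9.95) against the other states. Of the LPS list, 9 genes were tested. All 9 were higher in RAW_LPS than in the rest, with a median of 10.13, and 4 were called over all genes and 9 when adjusted over the list alone. Compared directly with RAW_Mock, RAW_LPS cells were again higher in all 9, with a median log2 fold change of 4.19. Over all 10104 genes, edgeR called 0 genes in this direct comparison of 5 sums with 4, with 467 genes at an unadjusted p below 0.05 and a lowest adjusted p of 0.238. Adjusted over the list alone, 5 of the 9 passed. DESeq2 called 346 genes, of which 5 were on the list, and the quasi-likelihood fit of edgeR 4 called 5 genes. Tnf was at 2210 ± 578 CPM (SD, n = 5) in RAW_LPS and between 127 and 308 CPM in the 4 RAW_Mock sums (SD 84.9) and was higher in 4 of 4 batches with both treatments, with a log2 fold change of 3.64 (standard error 0.46, adjusted p = 0.269). It ranged from 3.37 to 3.87 with each batch left out in turn, and its adjusted p was 3.48e-07 by DESeq2 and 0.0248 by the edgeR 4 fit. Nfkbia (ENSMUSG00000021025, chromosome 12 of GRCm38, 55489410 to 55492647) was at 1550 ± 736 CPM (SD, n = 5) against 758 ± 718 (SD, n = 4) and was higher in 3 of 4 batches, a log2 fold change of 1.38 (standard error 0.64, adjusted p = 1) that lies within the spread between batches. It ranged from 0.63 to 2.01 with each batch left out in turn. Of the macrophage list, 6 of 9 genes were higher in RAW_LPS than in RAW_Mock and none was called.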

Cluster 4 cells were correctly annotated as RAW264.7/macrophages without treatment and cluster 5 cells as macrophages with LPS treatment (Extended Data Fig. 3c).

To evaluate whether cytoplasmic mRNA biopsies can act as suitable representations of full (lysed) cell transcriptomes, we compared Live-seq gene expression profiles to those obtained using the whole-cell Smart-seq2 assay (Methods). Using the same cell types and treatment groups, we sequenced 573 cells with scRNA-seq, with 554 cells passing the same filtering criteria applied to Live-seq samples (Supplementary Fig. 3). 

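The scRNA-seq data comprised 554 cells, made by Smart-seq2 from whole lysed cells: 157 RAW_Mock, 149 RAW_LPS, 153 IBA, 60 ASPC_Pre and 35 ASPC_Post. Here the RAW cells were all RAW-G9. The labels name 3 batches (scRNA, 8_8 and 9_1). RAW and IBA cells were in all 3, ASPC_Pre cells in 8_8 and 9_1, and ASPC_Post cells in 9_1 alone, so that the counts formed 12 sums. Alignment, counting and filtering were those described for Live-seq, and the same sums and tests were used. Total counts per cell ranged from 41030 to 1348804 in RAW_Mock (median 433219), from 176393 to 1418783 in RAW_LPS (median 446191) and from 124920 to 2671609 in IBA (median 467990). In ASPC_Pre they ranged from 137125 to 2000873 (median 722319) and in ASPC_Post from 422240 to 1333468 (median 741774). Over all cells the median was 467677, or 360188.5 after the genes left out, against 506778.5 and 358702 in Live-seq. Only batch 8_8 holds cells of both techniques.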

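With the negative-control and ribosomal protein genes left out, a mean of 8387.1 genes had at least 1 count in a whole cell, with a median of 8434. The means of the 3 batches had an SD of 716.6. The difference from Live-seq cells was larger than the spread between batches in either technique. It held after cells were sampled down to 50000 counts, with a mean of 6226 genes over the 553 cells with enough counts. All 554 cells had more than 1000 genes, and their highest mitochondrial share was 23.3%.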

We detected, as expected, a greater average of genes per cell compared to Live-seq: 8,328 genes at a sequencing depth of around 70,000 reads per cell with the quality control parameters attesting to high data quality (for metrics shown side-by-side with those from Live-seq, Supplementary Fig. 3). 

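Clustered with the settings used for Live-seq, the scRNA-seq cells formed 6 clusters. The first held all IBA cells but 1, with 1 ASPC_Pre cell, and another all RAW_LPS cells but 4, with 4 RAW_Mock cells. RAW_Mock cells were spread over a pair of clusters, with 78 cells, all of batch scRNA, in one and 75 cells together with 4 RAW_LPS cells and 1 IBA cell in the other. The ASPCs separated into a cluster of 58 ASPC_Pre and 1 ASPC_Post cells and a cluster of 34 ASPC_Post and 1 ASPC_Pre cells.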

Graph-based clustering accurately captured the underlying cell type and/or state (treatment) groups (Fig. 2c, Extended Data Fig. 4a). Overall, the Adjusted Rand Indexes comparing the clustering with the ground truth were high for both Live-seq and scRNA-seq (0.81 and 0.95, respectively), revealing high clustering accuracy (Extended Data Figs. 2b and 4a). 

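For scRNA-seq, the adjusted Rand index was 0.839 between clusters and states and 0.111 between clusters and batches. It was 0.914 at resolution 0.1 and 0.945 with cells sampled down to equal counts, with 4 and 5 clusters. At resolution 0.8, with 8 clusters, it was 0.603. The indexes of both techniques did not move over 5 random seeds. From indexes of this kind, the paper concludes that clustering accuracy was high in both techniques.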

Although cell types were easily identified (Extended Data Figs. 2c and 4b), a few cells were incorrectly assigned to cell treatment (Extended Data Figs. 2d and 4c). This observation was consistent across the two techniques, which probably reflects the heterogeneity of the magnitude of cell responses to the treatments. However, slightly more cells were misassigned in Live-seq data. Specifically, for both ASPCs and RAW cells combined, these represented 7.6 versus 2% of the total number of cells, potentially due to the lower sensitivity of Live-seq compared to scRNA-seq. 

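A cell was taken as misassigned when most cells of its cluster belonged to another state. Among RAW cells and ASPCs combined, 50 of 252 Live-seq cells were misassigned (19.84%, exact binomial 95% interval 15.1 to 25.31%) and 11 of 401 scRNA-seq cells (2.74%, 1.38 to 4.86%). The Live-seq number includes all 37 ASPC_Post cells, which shared a cluster with the ASPC_Pre cells. At resolution 0.4, where Live-seq ASPCs separated into a pair of clusters, 21 of 252 were misassigned (8.33%, 5.23 to 12.46%). With only the ASPCs at 0.8, the default the paper names for them, tried after the values had been seen, it was 22 (8.73%, 5.55 to 12.92%). In Live-seq, 5 of the 8 misassigned RAW_LPS cells were from batch 8_8, which held 9 RAW_LPS cells. These 8 cells had a median of 1763 genes, against 4013 in the RAW_LPS cells assigned to their own state. The 5 misassigned RAW_Mock cells had a median of 5007 genes, 4 of them from batch 8_8. Assignment to another cell type occurred in 3 Live-seq cells and 2 scRNA-seq cells.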

Results obtained by differential gene expression analysis (Extended Data Fig. 4d and Supplementary Table 2) followed by Gene Ontology enrichment (Extended Data Fig. 4e) were in line with those obtained by Live-seq (Extended Data Fig. 3b,c) in that the five clusters correctly annotated mesenchymal or fibroblast-like cells and mock-treated or LPS-treated macrophages, respectively (Extended Data Fig. 4f).

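In scRNA-seq, over 12302 genes, 3179 genes were called in RAW_Mock against the rest (1475 higher, 1704 lower), 3403 in RAW_LPS (1513 higher, 1890 lower), 2856 in IBA (1963 higher, 893 lower) and 2712 in ASPC_Pre (2150 higher, 562 lower). With each batch left out in turn the numbers stayed between 1749 and 3350 in RAW_Mock, 2109 and 3667 in RAW_LPS, 1864 and 3092 in IBA, and 2227 and 2853 in ASPC_Pre. They were lowest without batch 9_1 for the RAW states and ASPC_Pre, and without batch scRNA for IBA. Among the genes with the largest changes, Il21r (ENSMUSG00000030745, chromosome 7, 125603429 to 125633570) was at 24.3 ± 6.16 CPM (SD, n = 3) in RAW_Mock with no counts in the rest, at least 1350-fold higher there than in the other cells pooled. As in Live-seq, such bounds are against pooled counts and not against the average of the states. Asb10 and Ncf1 had log2 fold changes of 10.67 and 10.29. Pdpn, Col12a1 and Lrrc32 had no counts in RAW_Mock cells and were at least 7410-fold, 5780-fold and 3750-fold lower. Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573) reached 5180 ± 707 CPM (SD, n = 3) in RAW_LPS against 227 ± 498 (SD, n = 9), a log2 fold change of 12.62 (standard error 0.68, adjusted p = 1.16e-05). The mCherry reporter and Cxcl2 rose by 12.98 and 12.9. Aebp1, Gas6 and Timp2 had no counts in RAW_LPS and were at least 12500-fold, 4010-fold and 6420-fold lower. In IBA, Ptn (ENSMUSG00000029838, chromosome 6, 36714929 to 36810220) reached 1100 ± 758 CPM (SD, n = 3) against 3.03 ± 8.71 (SD, n = 9), a log2 fold change of 11.54 (standard error 0.76, adjusted p = 2.64e-05), and Sfrp2 and Tspan11 had changes of 13 and 10.82. Zbp1 was at least 234-fold lower, and Cxcl14 and the EGFP transgene of the other cells, each with 1 count in IBA, had changes of -11.32 and -13.82. Mfap5 (ENSMUSG00000030116, chromosome 6, 122505845 to 122529290) had the largest rise in ASPC_Pre, at 14.27 (standard error 0.45, adjusted p = 0.000223), with 466 ± 324 CPM (SD, n = 2) against 49.7 ± 157 (SD, n = 10). Cck and Tnfrsf11b rose by 13.53 and 13.49. Ccl4, AI662270 and Igsf6 were without counts in ASPC_Pre and at least 8950-fold, 907-fold and 1530-fold lower. Of the mesenchymal list, 9 genes rose in IBA and 10 in ASPC_Pre, all called, and 10 of 10 fell in both RAW states. All 9 macrophage genes tested were called as higher in both RAW states.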

We then integrated the Live-seq and scRNA-seq data to explore putative molecular differences between the two conceptually distinct approaches. 

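Pearson correlations between single cells were computed on log-normalized values over the 830 genes that were variable in either technique. A Live-seq cell and a scRNA-seq cell of the same state had a mean r of 0.582, and those of different states 0.187. Per state the mean was 0.477 (SD 0.145 over cell pairs) for RAW_Mock, 0.608 (SD 0.113) for RAW_LPS, 0.556 (SD 0.131) for IBA, 0.608 (SD 0.132) for ASPC_Pre and 0.66 (SD 0.104) for ASPC_Post. Within Live-seq the mean r was 0.509 for the same state and 0.167 for different states, and within scRNA-seq 0.717 and 0.222. The states of the same cell type lay closer together. Live-seq RAW_Mock cells had a mean r of 0.394 with scRNA-seq RAW_LPS cells, and Live-seq RAW_LPS cells one of 0.458 with scRNA-seq RAW_Mock cells. Over all 12332 genes passing the filter, the mean between different states rose to 0.406, against 0.548 for the same state. Cells are not independent replicates, so no p is given.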

We found that cells of the same type and state highly correlated regardless of the sampling method (that is, Live-seq and scRNA-seq) (Fig. 2d). Even without batch correction, we observed a dominance of cell type/state signals over those stemming from the sampling approach (Extended Data Fig. 5a). Moreover, the differentially expressed (DE) genes derived from the Live-seq and scRNA-seq datasets overlapped to a large extent (Extended Data Fig. 5b), supported by a high correlation in fold changes when comparing each cell state to the rest of all the cells (here, shown for RAW cells, Fig. 2e) and within each cell type (Supplementary Fig. 4a). 

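To look for genes that differ with the sampling approach, Live-seq and scRNA-seq sums of the same state were compared in one edgeR fit over 12145 genes, without a batch block, since only batch 8_8 is in both techniques. In each of RAW_Mock, RAW_LPS, IBA and ASPC_Pre, 0 genes were called by edgeR, with 494, 867, 392 and 139 genes at an unadjusted p below 0.05. DESeq2 called 102, 207, 127 and 62. The edgeR 4 fit called 0 in each. Data were simulated with the fitted spread between sums, the same for every gene. There edgeR recovered 0 of 100 genes with a log2 change of 4 in RAW_Mock. Thus 0 calls within a state do not show that the techniques are alike. Averaged over the 4 states, 10 genes were called, all lower in Live-seq, with 830 at an unadjusted p below 0.05. This number fell to 0 without any one of batches 7, 8_8, 9_1 or scRNA and rose to 85 without batch 9_4, with 7 of the 10 among them. The median log2 fold change of all genes was -0.258. Technique and batch cannot be told apart outside batch 8_8. Within that batch alone, the fold changes between techniques had a correlation of 0.157 across genes with those of a fit without it, and 79% of all genes were lower in Live-seq.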

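Of the genes called in a Live-seq state against the rest, 175 of 184 in RAW_Mock (95.1%), 242 of 249 in RAW_LPS (97.2%), 70 of 79 in IBA (88.6%) and 97 in ASPC_Pre (96%) were also called in scRNA-seq, all in the same direction. Across the 10074 genes tested in both techniques, the log2 fold changes had a Pearson correlation of 0.872 for RAW_Mock, 0.825 for RAW_LPS, 0.768 for IBA, 0.825 for ASPC_Pre and 0.853 for ASPC_Post. Genes are not independent replicates, so no p is given. Over genes called in both techniques the correlations rose to 0.981, 0.964, 0.962 and 0.944 for the 4 states tested. Within RAW cells, the fold changes of RAW_LPS against RAW_Mock had a correlation of 0.31 over all genes and of 0.706 over those called in scRNA-seq, of which 89.4% had the same sign in Live-seq. Within ASPCs, ASPC_Post and ASPC_Pre were together in 1 batch per technique, and their log2 ratios of summed CPM had a correlation of 0.622. In a list of 12 genes of adipogenesis and its cocktail, Fabp4 (ENSMUSG00000062515) had a log2 ratio of 4.17 in Live-seq (95% Poisson interval 4.00 to 4.35) and of 5.16 in scRNA-seq (5.01 to 5.31). Fabp4 counts came from 20 of 43 ASPC_Pre and 11 of 37 ASPC_Post cells in Live-seq. In scRNA-seq they came from 32 of 44 and 14 of 35 cells. The higher sums after induction thus came from a smaller share of cells. Fkbp5 (ENSMUSG00000024222) rose by 4.04 (3.43 to 4.71) and by 4.01 (3.7 to 4.33). Zbtb16 had no counts in ASPC_Pre and was at least 122-fold higher in ASPC_Post by Live-seq and at least 198-fold by scRNA-seq. Pparg had a log2 ratio of 0.05 (-0.32 to 0.43) in Live-seq and of -0.53 (-0.83 to -0.24) in scRNA-seq. The median log2 ratio of the 7 genes of this list that passed the filter on low counts in both techniques was 0.5 in Live-seq and 2.13 in scRNA-seq.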

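In scRNA-seq, 170 of 12302 genes were called in RAW_LPS against RAW_Mock (127 higher and 43 lower), with 1918 at an unadjusted p below 0.05. This number was 0 without batch 8_8, 33 without batch 9_1 and 4 without batch scRNA. The sign was the same in all 3 batches for 166 of the 170. Nfkbia was at 1580 ± 371 CPM (SD, n = 3) in RAW_LPS and 380 ± 173 (SD, n = 3) in RAW_Mock, with a log2 fold change of 2.23 (standard error 0.38, adjusted p = 0.0301), and was higher in 3 of 3 batches. Tnf was at 1920 ± 529 CPM (SD, n = 3) against 213 ± 128 (SD, n = 3), a log2 fold change of 3.39 (standard error 0.88, adjusted p = 0.109) that was positive in 3 of 3 batches. The edgeR 4 fit gave it an adjusted p of 0.00797 and DESeq2 one of 0.396. In RAW_Mock of batch scRNA, 4 cells were in the RAW_LPS cluster. Without them, Tnf in that batch went from 336 to about 170 CPM and Nfkbia from 548 to 386. Mx2 (ENSMUSG00000023341, chromosome 16, 97535308 to 97560900) is annotated as a polymorphic pseudogene. Among called genes with the same sign in all 3 batches, it had the largest rise, at 7.52 (standard error 0.95, adjusted p = 0.0137). Tslp, Nr4a3, Irak3 and Stx11 followed at 7.51, 7.11, 6.19 and 6.00. Cxcl2, which was not called, had a log2 fold change of 7.8. Among such called genes, Exoc3l2 (ENSMUSG00000011263, chromosome 7, 19463331 to 19496762) had the largest fall, at -6.67 (standard error 1.01, adjusted p = 0.0224). Pwwp2b, Dgkg, Id2 and Mical1 followed at -5.65, -5.64, -3.76 and -3.38. Of the LPS list all 12 genes were higher, 1 of them called over all genes and 12 when adjusted over the list alone. Il1b, whose RAW_Mock counts came almost all from 4 cells, had a log2 fold change of 5.66 (standard error 2.33, adjusted p = 0.309). Gsn (ENSMUSG00000026879, chromosome 2, 35256380 to 35307892) had a log2 fold change of -0.53 (standard error 0.35, adjusted p = 0.539) in scRNA-seq and of -1.04 (standard error 1.48, adjusted p = 1) in Live-seq. Against the rest of the states, 2427 genes in RAW_Mock, 2543 in RAW_LPS, 2103 in IBA and 2062 in ASPC_Pre were called in scRNA-seq and not in Live-seq. Being called in one technique alone does not show that the change differs. In a fit over the sums of both techniques, edgeR called 0 of 10074 genes for a difference between techniques in the effect of LPS, with 418 at an unadjusted p below 0.05 and a lowest adjusted p of 0.138. This difference was not tested with another tool.

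**Figure D1:**
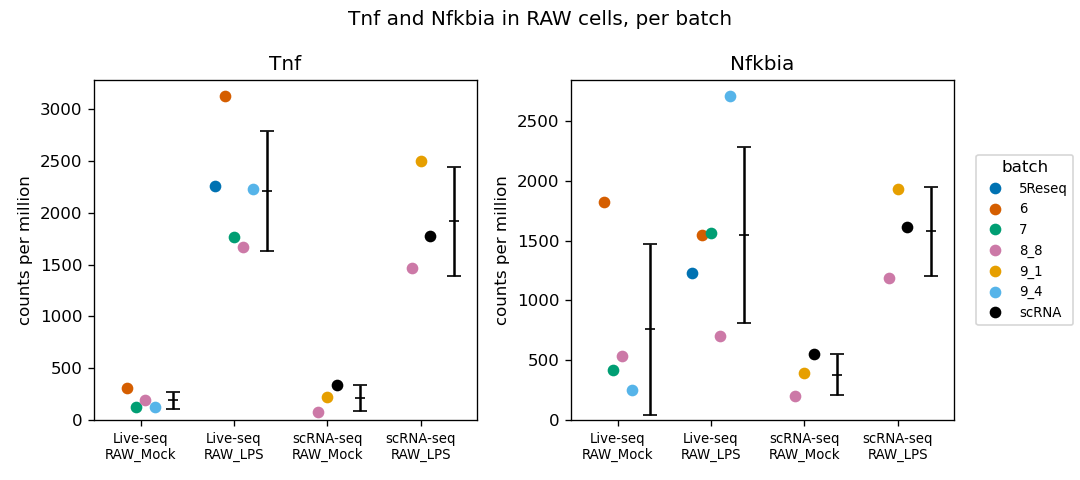
CPM of Tnf and Nfkbia in RAW_Mock and RAW_LPS cells, 1 point per batch, with the mean and SD of each group to the right of its points. Tnf lies between 79.9 and 336 in the RAW_Mock batches of both techniques and between 1470 and 3130 in the RAW_LPS batches. The value of 336 is that of scRNA-seq batch scRNA, with 4 cells that were in the RAW_LPS cluster.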

Compared to Live-seq, scRNA-seq yielded a larger number of DE genes that were not detected by Live-seq. Down-sampling the scRNA-seq data to a library complexity that was similar to that of Live-seq reduced the proportion of DE genes that were detected by scRNA-seq only (82% for ASPCs and 78% for RAW cells, Supplementary Fig. 4b, c), suggesting that, as expected, scRNA-seq provides greater power than Live-seq. 

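For RAW cells, each Live-seq cell was paired by rank of genes detected with a scRNA-seq cell. The latter was sampled down, without replacement, to the same number of genes and then up, with replacement, to the Live-seq library size. The paper's procedure was followed, except that it sampled down with replacement. The sampled cells, as many as the Live-seq RAW cells, had a mean of 3412.3 genes. In a fit of RAW cells alone, scRNA-seq had 583 called genes and Live-seq 0. After down-sampling, edgeR called 0 genes, with 327 at an unadjusted p below 0.05, so that 100% of the genes found by scRNA-seq alone were lost. These were all 583, as Live-seq had no calls. Batch sums were the units here, which the paper's methods do not name, so that its share is not on the same footing. Over 10 random draws the number called was 0 in 9, and 115 higher and 44 lower genes in the other, and the share lost ranged from 77 to 100%. Without the step of sampling up, 491 genes were called and 47.3% were lost. Down-sampled data were not tested with DESeq2 or the edgeR 4 fit. ASPCs, with 1 batch of both states per technique, were not tested. The paper proposes from its down-sampling that scRNA-seq has greater power than Live-seq.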

Gene Ontology enrichment on the DE genes that were specifically identified by either Live-seq or scRNA-seq did not reveal a striking pattern of enriched terms across the different cell types (Supplementary Fig. 4d), indicating that Live-seq is not biased towards a specific set of genes. Correlation analysis further revealed that a meta read-out of cells (that is, collapsing all cells into a virtual bulk sample) produced the expected pattern with the Live-seq gene expression profiles of IBA and pre- and postdifferentiation ASPC correlating highest with the scRNA-seq-based ones and the same for RAW cells with and without LPS treatment, respectively (Extended Data Fig. 5c). 

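Counts of all cells of a state were summed per technique, and log2(CPM + 1) values were correlated across 12332 genes. Each Live-seq state had its highest correlation with the same state in scRNA-seq, at 0.959 for RAW_Mock, 0.927 for RAW_LPS, 0.933 for IBA, 0.951 for ASPC_Pre and 0.941 for ASPC_Post. The next highest were close within a cell type. Live-seq RAW_LPS had a correlation of 0.901 with scRNA-seq RAW_Mock, Live-seq RAW_Mock one of 0.925 with scRNA-seq RAW_LPS, Live-seq ASPC_Pre one of 0.871 with ASPC_Post and Live-seq ASPC_Post one of 0.923 with ASPC_Pre. Over all 28993 genes with a count, scRNA-seq RAW_LPS had a higher correlation with Live-seq RAW_Mock (0.964) than with Live-seq RAW_LPS (0.961). When each batch was summed on its own, 14 of the 15 Live-seq sums had their highest correlation with their own state. From these comparisons, the paper concludes that Live-seq stratifies cell types and states in a way similar to scRNA-seq.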

We finally applied a Seurat^33^-embedded, single-cell-tailored canonical correlation analysis (CCA) and mutual nearest neighbours (MNNs)-based approach to remove any potential technical batch effects. This further consolidated the clustering of cells according to cell type and state (Fig. 2f), as illustrated by specific marker gene expression (Extended Data Fig. 5d) regardless of sampling approach (Fig. 2g) and sequencing depth (Extended Data Fig. 5e, Supplementary Fig. 5 and Methods).

Together, these results demonstrate that Live-seq enables the stratification of cell types and states similar to conventional scRNA-seq, but without the need to lyse cells.

### Live-seq’s impact on cellular functions

The analyses described above allowed us to benchmark Live-seq to a widely used conventional, whole-cell transcriptome profiling approach. However, for Live-seq to be effective as a temporal rather than end-point analysis tool, it must preserve cell viability and not inflict any undesired perturbations on the sampled cells. To test these capacities, we first evaluated cell viability after sampling (Extended Data Fig. 6a and Methods). Cell viability was similar for the three cell types, ranging between 85 and 89%. This was only slightly lower than that after conventional trypsin-based cell dissociation (90–95%, data not shown). Cell viability did not scale with the extracted volume, which itself ranged from 0.2 to 3.5 pl with an average of 1.1 pl (Extended Data Fig. 6a and Methods). We note here that, even though the extracted volume can be readily determined, the one of the extracted adherent cells cannot (for cell volume measurements of dissociated cells, see Extended Data Fig. 6b). Although we observed a very weak correlation between extracted volume and the number of detected genes and read count, especially when all cell types were considered together (Extended Data Fig. 6c), ‘extracted volume’ as a feature did not affect cell clustering (Extended Data Fig. 6d). Together with the relatively high variation in number of detected genes on a per assay basis also for conventional scRNA-seq approaches^34^ and the fact that scRNA-seq and Live-seq data integrated well, these results indicate that Live-seq and scRNA-seq may be subject to comparable technical constraints linked to limited RNA input.

The observed high cell viability suggests that cells are able to quickly recover after a portion of their cytoplasm has been removed. To study the recovery of Live-seq-probed cells in greater detail, we next examined the growth dynamics of RAW cells after Live-seq using time-lapse microscopy. We focused on RAW cells for two reasons: (1) their semi-adherent nature and consequently, almost spherical shape allowed for a straightforward approximation of their cell volume over time; and (2) their size is the smallest among the three sampled cell types, and thus their behaviour may be most affected by a cytoplasmic extraction. We first measured longitudinal cell volume profiles for control RAW cells that were not subjected to Live-seq sampling (Extended Data Fig. 7a). The obtained volume profiles showed a continuous increase under normal growth conditions, whereas they showed a plateau after exposure to LPS, consistent with the known ability of LPS to arrest the macrophage cell cycle^35^. Upon mitosis, the two daughter cells featured equal volumes, representing 50% of the mother cell, followed by overlapping volume growth. We next examined cells that underwent Live-seq sampling, and were subsequently exposed to LPS. Upon extraction, a drop in cell volume was observed. This decrease matched the measured volume of cytoplasmic fluid collected in the FluidFM probe, and represented 40% to 70% of the total cell volume (Extended Data Fig. 7a–c). The extraction was followed by a steep cell volume increase, whereby the extracted RAW cells recovered their pre-extraction volume within 100 to 320 min and then continued to grow with a general growth pattern that was similar to the control cells (Extended Data Fig. 7a, b). Moreover, even though overall cell behaviour was variable, we observed that some cells divided already a few hours post-Live-seq sampling, in similar fashion to non-extracted cells (Extended Data Fig. 7a, d). Although we cannot rule out that Live-seq introduces a small cell cycle delay, as cell size and cell division tend to be intrinsically coupled^36^, our results indicate that cells quickly recover their volume and still progress through their cell cycle even after having been subjected to a cytoplasmic biopsy.

Assessing cell viability and growth dynamics, however, does not exclude putative, short-term molecular effects that Live-seq may impose on targeted cells that may not be visible at the phenotypic level. To address this, we used standard scRNA-seq (Methods) to profile the individual transcriptomes of IBA cells 1 h and 4 h postcytoplasmic sampling (Fig. 3a), while using non-probed cells as negative controls. 

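These data comprised 162 IBA cells of a single batch (8_1): 70 control cells that had not been sampled, 49 collected 1 h and 43 collected 4 h after Live-seq sampling. Whole cells were lysed and processed by Smart-seq2, and the authors made the counts as for the other cells. Total counts per cell ranged from 38451 to 891327 in the controls (median 462757.5), from 76250 to 1077131 at 1 h (median 581052) and from 80306 to 968215 at 4 h (median 492551). With 1 batch there are no replicates, and no test or p is given. Numbers of genes past a limit on the ratio only describe the groups. Levels are counts summed over the cells of a group as CPM of kept counts, with exact Poisson 95% intervals, and changes are log2 ratios to the controls with intervals from the same counts. They cover neither the variation between cells nor that between experiments.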

Quality controls on the cDNA and sequencing libraries (such as mapping rate, number of detected genes) were indistinguishable among the three cell groups (control, 1 and 4 h post-Live-seq sampling; Extended Data Fig. 7e, f). 

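The median number of genes detected per cell was 8143.5 in the controls (range 1255 to 10291), 8623 at 1 h (1725 to 10582) and 8386 at 4 h (2449 to 10203). The median share of mitochondrial counts was 4.52% in the controls (0.0364 to 20.5%), 8.74% at 1 h (0.0892 to 14%) and 9.01% at 4 h (1.18 to 18.1%). The medians were thus higher after sampling. The ranges of the 3 groups overlap, which does not show that the groups are alike. The mapping rate cannot be recomputed from the counts.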

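The 12 genes of Fig. 3b were followed at both times. The paper chose them as differentially expressed in these same cells. Ratios away from 0 therefore follow from the choice and are no separate evidence of a change. At 1 h 6 of them were higher than in the controls and 6 lower, with ratios from -1.61 to 2.46, and every interval excluded 0. The same 6 were higher and the same 6 lower at 4 h, with ratios from -2.06 to 2.3. Tiparp (ENSMUSG00000034640, chromosome 3 of GRCm38, 65528410 to 65555518) rose from 49.6 CPM (46.8 to 52.5) in the controls to 272 at 1 h and 244 (236 to 252) at 4 h, log2 ratios of 2.46 (2.37 to 2.55) and 2.3 (2.21 to 2.39). F3 (ENSMUSG00000028128, chromosome 3, 121723537 to 121735048) rose from 52 CPM (49.2 to 54.9) to 242 (235 to 248) at 1 h and was at 64.1 (60.3 to 68.2) at 4 h. Plk2, Lox and Timp1 had log2 ratios of 1.24, 1.23 and 1.03 at 1 h and of 0.35, 0.1 and 0.5 at 4 h. Gsta4 (ENSMUSG00000032348, chromosome 9, 78182774 to 78209349) changed later, with log2 ratios of 0.18 (0.13 to 0.24) at 1 h and 1.33 (1.28 to 1.37) at 4 h. Socs5 (ENSMUSG00000037104, chromosome 17, 87107679 to 87137839) fell from 166 CPM to 54.4 (51.3 to 57.6) at 1 h and 39.8 (36.8 to 43) at 4 h. Id1, Ccnd1, Snai1, H2afx and Thap7 had log2 ratios of -1.35, -1.15, -1.05, -0.85 and -0.69 at 1 h and of -1.82, -0.9, -1.33, -1.52 and -1.09 at 4 h.

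**Figure D2:**
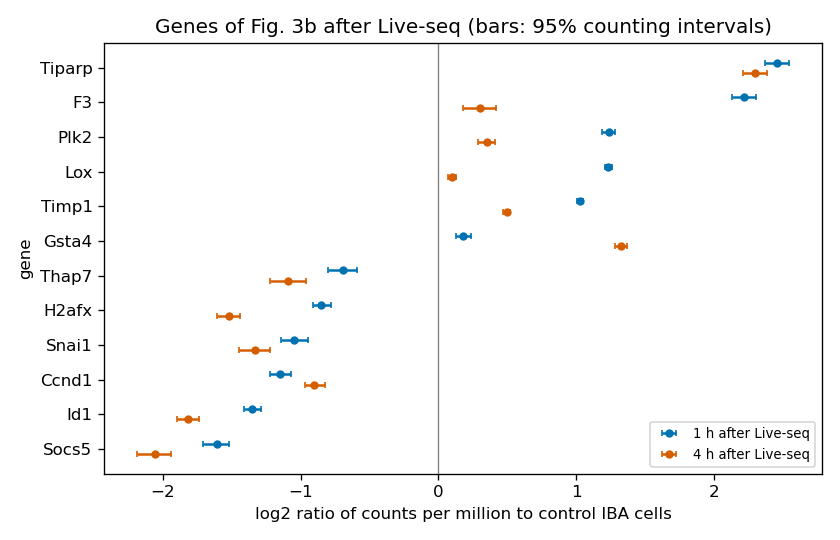
Log2 ratio of CPM to control IBA cells for the 12 genes of Fig. 3b, 1 h and 4 h after Live-seq sampling, with bars for 95% counting intervals. Tiparp has the highest ratio at both times and Socs5 the lowest. The paper chose these genes as differentially expressed in the same cells.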

Data analysis revealed no distinct condition-related clusters (Extended Data Fig. 7g), further supported by the observation that only 12 genes were found to be significantly DE among the three conditions (Fig. 3b). To investigate subtle changes in biological processes that may not be visible at the DE level (because of hard cut-offs), we performed a Gene Set Enrichment Analysis on Gene Ontology biological process terms using the expression levels of all genes, but this did not reveal any specifically enriched processes. Thus, these experiments suggest that Live-seq does not induce major gene expression alterations.

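Over the 4515 genes with at least 50 CPM in either group and at least 2 counts in 15% of the cells, the median log2 ratio 1 h after sampling was -0.04, with 46 genes above 1 and 69 below -1. At 4 h the median over 4528 genes was -0.02, with 55 above 1 and 77 below -1. No control group was split to show how many genes pass these limits by chance. The largest rises at 1 h were those of Gm10800, Acta1, Adm, Jag1 and Tiparp, at 4.89, 4.64, 2.96, 2.85 and 2.46. From means of log-normalized values over cells, these ratios were 3.9, 2, 1.99, 2.5 and 2.51. The counts of Acta1 came from 19 of the 70 control cells and 14 of the 49 cells at 1 h, and those of Adm from 11 and 15. The largest falls were those of Gm42679, Cbx6, n-R5-8s1, Socs5 and Dnm3os, at -2.14, -1.89, -1.7, -1.61 and -1.61. At 4 h Gm10800, Tiparp, Nqo1 and Hbp1 rose most, by 4.54, 2.3, 1.93 and 1.7, and Fzd2, Hist1h2bc, Dnm3os, Socs5 and Gm42679 fell by 2.53, 2.19, 2.15, 2.06 and 1.99. Gm10800 shares stretches of sequence with other annotated genes, and its counts came from 21 of the 70 control cells and 30 of the 49 cells at 1 h. Dnm3os and Gm42679 overlap other genes, and the counting did not separate strands. From these experiments, the paper proposes that Live-seq does not induce major changes in gene expression.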

**Fig. 3:**
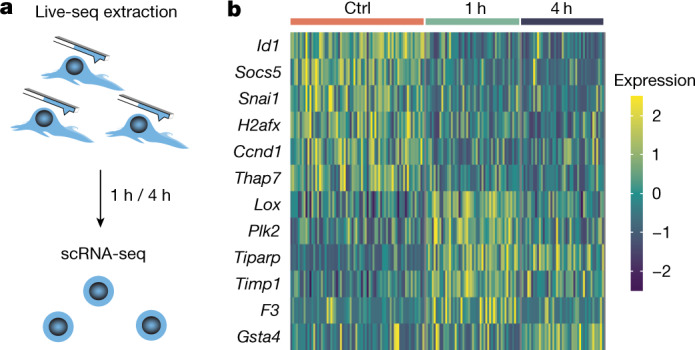
Live-seq induces few expression changes. **a**, Schematic of the experimental design to evaluate putative transcriptomic changes after Live-seq extraction. IBA cells were first extracted after which they were collected and subjected to scRNA-seq 1 h and 4 h postextraction. Cells that were not extracted were included as controls. **b**, All of the genes (12) that were found DE between the control and Live-seq-sampled IBA cells from **a**.

Altogether, we conclude that Live-seq enables the profiling of cell transcriptomes without imposing major perturbations on a cell’s basic properties such as viability, growth or transcriptome. This in turn opens a new avenue to link a cell’s state directly to its present and future molecular and phenotypic properties, paving the way to directly map a cell’s trajectory or to record molecular events that are predictive of a cell’s downstream phenotype, as illustrated below.

### Sequential Live-seq cell sampling

A large number of computational approaches have been developed to infer cellular dynamics from one-time sampling data^10^. Although clearly helpful, these approaches suffer from the fact that definition of the original molecular cell state is highly challenging in the absence of direct measurements^37^. To alleviate this issue, we sought to establish a proof-of-principle, sequential Live-seq sampling approach, which would allow us to record a cell’s molecular signature before and after cell state transitioning. To do so, we considered a rapid and a slower cell state transition model: response to extracellular stimuli (LPS) (Fig. 4a, b) and differentiation (adipogenesis) (Fig. 4c), respectively.

**Fig. 4:**
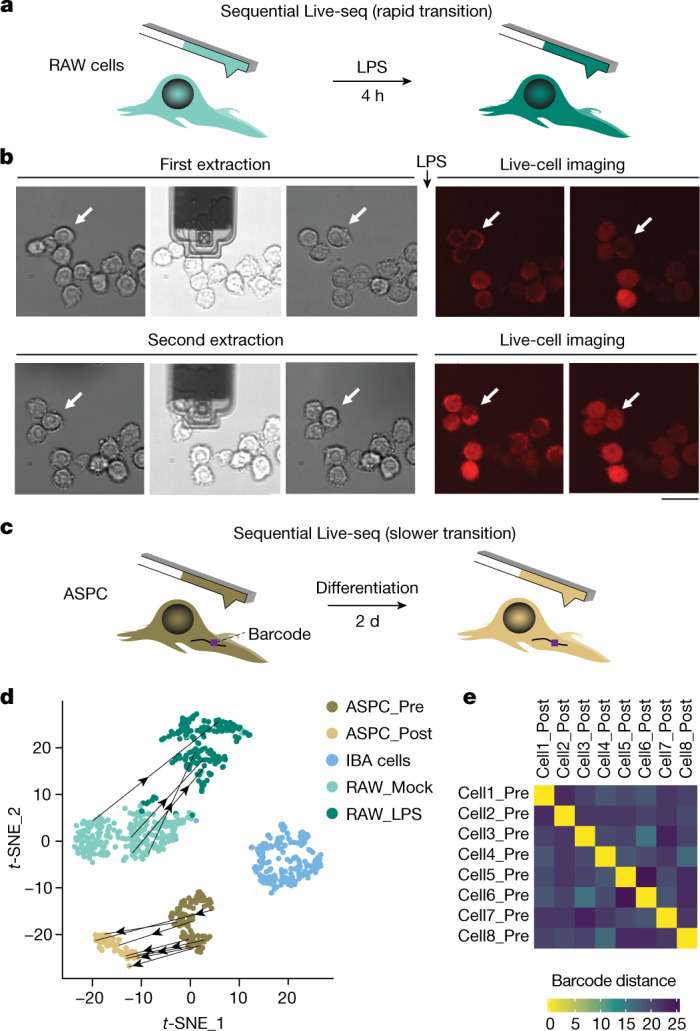
Live-seq enables sequential single-cell transcriptomic sampling. **a**, Schematic illustrating the sequential sampling procedure in a rapid cell state transition model: LPS stimulation of RAW cells. **b**, Time-lapse brightfield and mCherry fluorescence images of sequential Live-seq sampling in RAW cells (that is, sequential extractions). The white arrow points to the sequentially sampled cell. Representative images of one of the 24 sequentially sampled cells are shown. Scale bar, 20 μm. **c**, Schematic illustrating the sequential sampling procedure in a slower cell state transition model: adipogenic differentiation of ASPCs. **d**, *t-*SNE-based visualization of integrated Live-seq and scRNA-seq data, highlighting the direct trajectory of sequentially sampled cells (12 cells in total) from one state to another. **e**, Heatmap showing the Hamming distance of the tracking barcodes among the sequentially sampled ASPCs (Methods).

For the former model, we sampled 24 RAW cells for a first time, then stimulated them with LPS, after which we sampled the same cells a second time. In addition, the respective cells were also monitored by time-lapse microscopy after both sampling events (Fig. 4a, b and Methods). These efforts yielded four sequentially probed cells, reflecting the relatively modest proportion (roughly 40% per extraction round) of samples that passed the transcriptome quality control cut-off criteria (Methods). To verify whether the respective gene expression profiles correctly showed the transition from a basal to an LPS-stimulated state, we projected the Live-seq sequential sampling information on top of the integrated Live-seq and scRNA-seq data shown in Fig. 2f,g. We found that the sequentially sampled cells, each constituting two distinct points in the same *t*-distributed stochastic neighbour embedding (*t-*SNE) map, mapped correctly to their respective cell state clusters, providing a direct, transcriptome-wide read-out of a cell’s trajectory (Fig. 4d and Extended Data Fig. 8a).

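The labels give 4 pairs of Live-seq samples drawn from the same RAW cell before and after LPS, with a pair of cells each in batches 7 and 9_4. In 1 pair both samples carry the same order number, and the LPS-treated sample was taken as the later one. The mean log-normalized value over the 12 LPS genes rose from the first sample to the second in 4 of 4 pairs, by 1.12 to 2.17 with a median of 1.73. Without Tnf and Nfkbia the median rise was 1.48. In the first samples Tnf had 0, 0, 0 and 20 counts, and in the second samples of the same cells 1538, 923, 490 and 1257. Nfkbia had 0, 0, 0 and 267 counts in the first samples and 941, 927, 1249 and 768 in the second. The first samples had 1069, 2305, 4060 and 4787 genes detected and the second 4315, 2966, 3882 and 5300. All 4 first samples were in the RAW_Mock cluster of the Live-seq cells and all 4 second samples in the RAW_LPS cluster. The pairs are single cells and not replicates, and no test was made. From the positions of such pairs, the paper concludes that sequential sampling reads out the trajectory of a cell directly.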

Similarly, we set out to directly measure the adipogenic transition from a pre- to a post-differentiation state (Fig. 4c). To assure that the same ASPCs were sampled twice within this longer time window and thus can be paired, we implemented additional tracking strategies. These involved the use of a unique barcode in the 3′ untranslated region of a green fluorescent protein (GFP) reporter that was lentivirally transduced in a subset of ASPCs that were subsequently mixed with wild-type ASPCs on cell seeding (Methods). Using this procedure, we were able to sequentially sample 44 cells and obtain eight paired, quality control-passing gene expression profiles from ASPCs before differentiation and 2 days after adipogenic cocktail induction, as confirmed by the recovery of the correct, respective barcodes (Fig. 4e). Further monitoring of the cells for up to 7 days after the second extraction revealed no drop in cell viability of extracted cells (two out of 44 cells died, 95%) compared to control, non-extracted cells (three out of 41 cells died, 93%). In addition, we observed lipid droplets in these sequentially probed cells indicative of their retained adipogenic differentiation capacity (for representative images, see Extended Data Fig. 8b). Projection of the retrieved 16 ASPC transcriptomes (eight pairs) onto the integrated Live-seq and scRNA-seq data revealed the expected transition from pre- to differentiating ASPCs (Fig. 4d and Extended Data Fig. 8a).

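The labels give 9 complete pairs of ASPC samples, taken before and 2 days after induction in batch 9_4, and do not tell which 8 had matching barcodes, so all 9 are given. The mean log-normalized value over the 12 adipogenic genes was higher in the second sample in 6 of the 9 pairs, with differences from -0.22 to 0.74 and a median of 0.13. Counts of the EGFP transgene were seen in both samples in 4 pairs and in 1 sample alone in 5. Counts of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were seen in both samples in 4 pairs. In another pair the first sample had 64 Y-linked counts and no Xist counts, and the second 64 Xist counts and no Y-linked counts. Fkbp5 was counted in the second sample in 2 pairs, with 22 and 89 counts, and in the first sample in 1, with 10 counts. The first samples had between 2628 and 8444 genes detected and the second between 1964 and 8332. In the clusters of the Live-seq cells, which did not separate the ASPC states, the samples of all 9 pairs lay in the same cluster. The deposited table does not hold the barcode sequences.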

These results demonstrate that for both transition models, Live-seq data could be exploited to establish the true trajectory of cells that were processed using conventional scRNA-seq. This contrasts with an inference-based analysis that we conducted further on the basis of both co-expression and RNA velocity, which revealed several spurious connections between unrelated cell states on scRNA-seq data, when all cell types were combined as well as when each cell type was analysed separately (Extended Data Fig. 8c, d and Supplementary Fig. 6a, b). Even a limited number of Live-seq sampled cells, as provided here, might thus provide a reference coordinate system to map cell trajectories of existing and future scRNA-seq datasets. Taken together, sequential sampling with Live-seq allows the acquisition of transcriptomic dynamics from the same cell, thus providing a direct read-out of both rapid and slower cell state transitions.

### Recording ground-state transcriptomics

It is well recognized that macrophages, including the RAW cells, respond to LPS in a heterogeneous fashion^31^. Although this has been the subject of intense interrogation^38^, no systematic, genome-wide analysis of the molecular factors driving this heterogeneity has been performed. We used Live-seq to profile the transcriptomes of individual RAW cells to link the molecular state of each macrophage to its downstream, LPS-induced phenotype. Specifically, we first examined single RAW cells with Live-seq to record their respective transcriptomes in the ground state. We then subjected the same cells to LPS treatment and monitored LPS-induced *Tnf* promoter-driven mCherry expression (hereafter referred to as *Tnf*-mCherry) by live-cell imaging (Fig. 5a). We observed that *Tnf*-mCherry intensity increased on LPS treatment, although this intensity varied greatly between RAW cells (Extended Data Fig. 9a), consistent with previous findings^31^. No significant difference in the heterogeneity of *Tnf*-mCherry intensity profiles was observed between cells subjected to Live-seq sampling and those that were not (Extended Data Fig. 9a, two-sided Wilcoxon rank-sum test, *P* = 0.88). These results provide additional support to the notion that Live-seq does not markedly affect a cell’s phenotype.

**Fig. 5:**
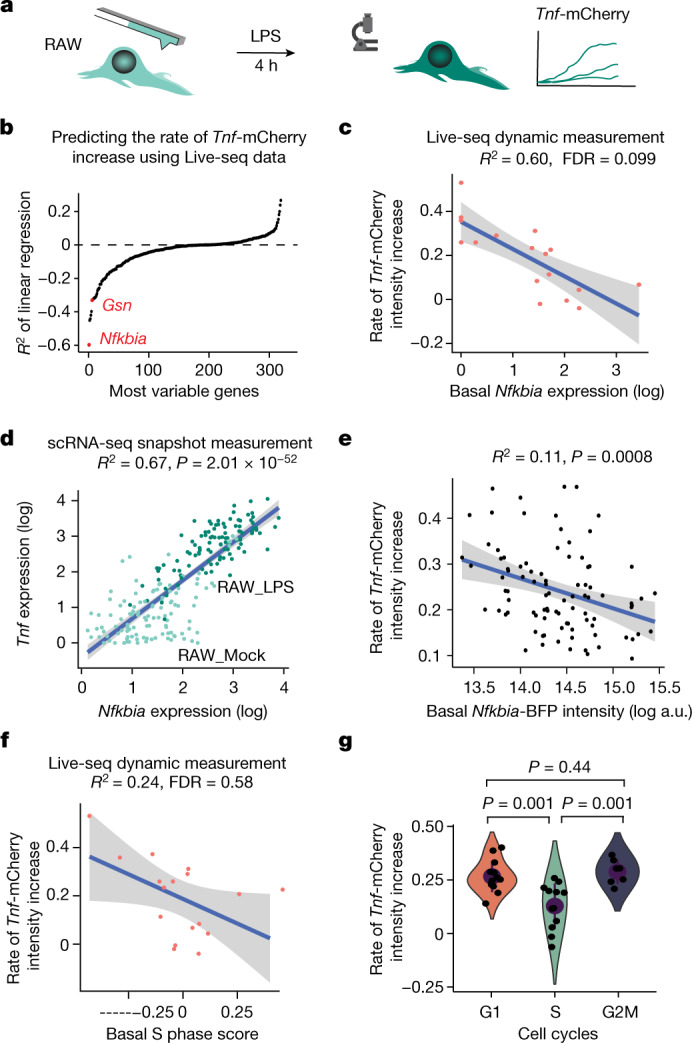
Live-seq links transcriptomic state with subsequent functional analysis on the same cells. **a**, Schematic illustrating the coupling of Live-seq with live-cell imaging. RAW cells were first subjected to Live-seq and subsequently exposed to LPS while tracking *Tnf*-mCherry fluorescence by time-lapse imaging. **b**, A linear regression model was used to predict the slope (the rate of *Tnf*-mCherry fluorescence intensity increase) calculated from data shown in Extended Data Fig. 9b and Supplementary Fig. 7 on the basis of ground-state gene expression data recorded by Live-seq. The most variable genes from both Live-seq and scRNA-seq data were used, whereas genes with dispersion <0.1 in Live-seq samples were removed (Methods). **c**, Basal *Nfkbia* expression, as determined by Live-seq, anticorrelates with the rate of *Tnf*-mCherry fluorescence intensity increase. *R*^2^ and FDR are listed. **d**, The expression of *Nfkbia* and *Tnf* is highly correlated in conventional scRNA-seq data. *P* = 2 × 10^−52^, two-sided *F*-test. **e**, Validation of *Nfkbia* expression as a predictor of the extent by which a macrophage will respond to LPS using a *Nfkbia*-BFP reporter (Methods). *n* = 91, *R*^2^ = 0.11, *P* = 0.0008, two-sided *F*-test; Pearson’s *r* = −0.34, *P* = 0.0008. Another biological replicate is shown in Extended Data Fig. 9h. a.u., arbitrary units. **f**, The (basal) cell cycle S phase score of Live-seq samples (inferred from respective transcriptomes) anticorrelates with the rate of *Tnf*-mCherry fluorescence intensity increase, suggesting that cells in S phase respond weaker to LPS treatment. *R*^2^ and FDR values are listed. The error band (**c**–**f**) represents the s.d. **g**, Validation of cells in S phase responding weaker to LPS exposure using a Fucci cell cycle indicator (Extended Data Fig. 10b,c and Methods). *n* = 32 cells over two independent experiments. Error bars represent the mean ± s.d. and *P* values were determined by a two-sided Wilcoxon rank-sum test.

Given the canonical heterogeneous response of RAW cells to LPS (Extended Data Fig. 9a), we then set out to uncover the principal ground-state molecular factors (as derived by Live-seq) that drive this heterogeneity. We used a linear regression model correlating the expression of Live-seq-detected genes within individual cells with the corresponding *Tnf*-mCherry response profiles. Specifically, given that we observed that the log form of each response profile is a linear function during a 3 to 7.5 h post-LPS treatment time window (Extended Data Fig. 9b, detailed in Supplementary Fig. 7), we aimed to use ground-state gene expression data to predict the two principal *Tnf*-mCherry profile parameters: the basal *Tnf*-mCherry expression (intercept) and the rate of fluorescence intensity increase (slope) (Fig. 5b and Extended Data Fig. 9c). Applying the linear model revealed *Tnf* as the best predictor (*R*^2^ = 0.50, false discovery rate (FDR) of 0.57) of basal *Tnf*-mCherry intensity, validating the accuracy of Live-seq (Extended Data Fig. 9c and Supplementary Table 3). Next, we set out to identify factors that predict both the dynamics and amplitude to which a cell responds to LPS as defined by the rate of *Tnf*-mCherry intensity increase. Using the Live-seq data, we generated an unsupervised rank of factors according to which extent they affected a macrophage’s ability to respond to LPS. We thereby identified gelsolin (*Gsn*) as one of the top negatively correlating factors (*R*^2^ = 0.33, FDR = 0.51) (Extended Data Fig. 9d), consistent with its role in suppressing LPS-induced *Tnf* expression^39^, probably by direct LPS inactivation^40^. The strongest transcriptional predictor of the rate of *Tnf*-mCherry intensity increase was *Nfkbia* (also termed NF-kappa-B inhibitor alpha, *IkBα*; *R*^2^ = 0.60, FDR = 0.10) (Fig. 5b, c and Supplementary Table 4). This anticorrelation only emerged because of Live-seq’s ability to measure ground-state gene expression and downstream phenotypic response, whereas conventional, ‘end-point’ scRNA-seq data in fact revealed a positive correlation between *Nfkbia* and *Tnf* (Fig. 5d and Extended Data Fig. 9e). 

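The relation of Nfkbia and Tnf was computed on log-normalized counts across scRNA-seq RAW cells within each batch and treatment, since LPS raises both genes, which gave 6 relations. In RAW_LPS cells Pearson's r was 0.849 (15 cells, batch 8_8), 0.284 (46 cells, batch 9_1) and 0.729 (88 cells, batch scRNA), a mean of 0.621 (SD 0.298, n = 3 batches). Spearman's rho was 0.879, 0.209 and 0.637. In RAW_Mock cells r was 0.5 (16 cells), 0.099 (46 cells) and 0.441 (95 cells) in the same order of batches, a mean of 0.347 (SD 0.217, n = 3), and rho 0.387, 0.086 and 0.296. All 6 values were positive, and the spread between batches was large. With cells sampled down to equal counts the value in RAW_Mock of batch 9_1 was -0.02. Tnf stood at 1470, 2500 and 1780 CPM in RAW_LPS of batches 8_8, 9_1 and scRNA and Nfkbia at 1190, 1930 and 1610. In RAW_Mock they stood at 79.9, 224 and 336 CPM and at 202, 389 and 548. In batch scRNA, 4 of the RAW_Mock cells were in the RAW_LPS cluster, and without them r was 0.229. No p is given, as cells are not replicates. The paper states that these genes are positively correlated in such end-point data (Fig. 5d).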

The *Nfkbia*-*Tnf* anticorrelation is consistent with the well-known function of NFKBIA as a key negative regulator of the LPS-NF-κB signalling pathway by suppressing NF-κB, which itself regulates the co-expression of both *Nfkbia* and *Tnf*^41^. These findings highlight the complementarity of the Live-seq-based dynamics approach and the scRNA-seq-based snapshot assay. Moreover, although many genes are known to regulate the LPS-NF-κB signalling pathway, including IkappaB Kinases as positive regulators and A20 as a negative one^41^, the transcriptome-wide read-out enabled by Live-seq points to *Nfkbia* expression as the strongest predictor of LPS-induced *Tnf* expression. Thus, although Live-seq sampling is currently throughput-limited with 4–5 extractions per hour due to downstream processing and following the fate of individual cells by live imaging, it still provided sufficient data to generate testable hypotheses.

To validate the hypothesis that *Nfkbia* expression can act as a transcriptional predictor of LPS-induced *Tnf* expression, we first analysed transcriptomic data from several primary macrophage populations. We uncovered *Nfkbia* expression as the most variable among the annotated NF-κB pathway components (Extended Data Fig. 9f), supporting *Nfkbia* expression as an important driver of macrophage LPS response heterogeneity. Next, we set out to experimentally validate our Live-seq-based findings in RAW cells by generating a RAW-G9 line containing a blue fluorescent protein (BFP) reporter under the control of the *Nfkbia* promotor. We observed that LPS treatment effectively induced an increase in *Nfkbia*-BFP fluorescence intensity, which was synchronous with the increase in fluorescence intensity of the *Tnf*-mCherry reporter, similar to the endogenous gene^38^ (Extended Data Fig. 9g). These observations suggested that the generated reporter can be used as a proxy for *Nfkbia* expression. We thus demonstrate that, as proposed, basal *Nfkbia*-BFP intensity is a transcriptional predictor (*R*^2^ = 0.11, *P* = 0.0008, *F*-test, Pearson’s *r* = −0.34) of the rate of *Tnf-*mCherry intensity increase (the slope) (Fig. 5e and Extended Data Fig. 9h for an independent experimental replicate).

Finally, we correlated the ground-state cell cycle phase of each cell, as inferred from prerecorded Live-seq data, to its corresponding downstream LPS response profile. This analysis was motivated by LPS’s reported capacity to inhibit macrophage cell cycle progression^35^, which seems consistent with the observed anticorrelation between the conventional scRNA-seq-derived S phase score of RAW cells and *Tnf* expression (Extended Data Fig. 10a). Yet, this anticorrelation may also reflect that a macrophage’s ability to respond to LPS is influenced by its cell cycle phase, which is why we exploited our Live-seq data to distinguish between these two plausible scenarios. 

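The S phase score was computed with Seurat's CellCycleScoring from 42 of its 43 S phase genes in the scRNA-seq RAW cells. Its correlation with log-normalized Tnf was taken within each batch and treatment, again 6 relations. In RAW_Mock cells Pearson's r was -0.393 in batch 8_8, -0.17 in batch 9_1 and -0.318 in batch scRNA, a mean of -0.294 (SD 0.113, n = 3), and Spearman's rho was -0.311, -0.142 and -0.23. In RAW_LPS cells r was 0.634, 0.264 and -0.213 in the same order, a mean of 0.228 (SD 0.425, n = 3), with rho 0.593, 0.27 and -0.239. The relation was thus negative in 3 of 3 batches before LPS and differed in sign between batches after it. Without the 4 RAW_Mock cells of batch scRNA that were in the RAW_LPS cluster, r in that batch was -0.143 and the mean over batches -0.235 (SD 0.137, n = 3). No p is given. The paper proposes that the anticorrelation in its scRNA-seq data fits the reported inhibition of the macrophage cell cycle by LPS, and that it could also reflect an influence of the cell cycle on the response.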

As shown in Fig. 5f, our analysis revealed that cells tend to respond weaker to LPS when they are in S phase (*R*^2^ = 0.24, FDR = 0.58). To experimentally validate this observation, we expressed a fluorescent ubiquitination-based cell cycle indicator (Fucci) miRFP709-hCdt1 (ref. ^42^) in RAW cells (Methods). Before LPS stimulation, this indicator was tracked for 24 h to determine the cell cycle phase of each cell (Extended Data Fig. 10b, detailed in Supplementary Fig. 8), after which the LPS-induced *Tnf*-mCherry fluorescence intensity was measured. As the Fucci system does not allow distinguishing the S from G2M phase, the boundary between the S and G2M phase was assigned by timing. As shown in Extended Data Fig. 10b and quantified in Fig. 5g and Extended Data Fig. 10c, cells in S phase responded significantly weaker (two-sided Wilcoxon rank-sum test, *P* = 0.001 for both) to LPS stimulation (rate of *Tnf*-mCherry intensity increase) compared to their G1 and G2M phase counterparts, validating the Live-seq data. Together, these findings underscore the power of Live-seq to act as a recording tool for the transcriptomes of individual cells and predict their phenotypic behaviour.

## Discussion

It is well known that seemingly similar cells can respond differently to an external signal. However, resolving the molecular mechanisms underlying differential cellular responses has been challenging given the difficulty in coupling an initial molecular state to a downstream response. Indeed, most current methods are either limited in the number of features that can be assessed per cell^17–22^ or require the destruction of cells to access their state/transcriptome. To alleviate this, we established Live-seq by coupling an enhanced FluidFM-based live-cell biopsy technology to a highly sensitive RNA-seq approach. We showed that Live-seq is capable of distinguishing cell types and states, while keeping cells alive and functional. This conclusion is based on the fact that cells proceeded in their cell cycle, remained LPS-responsive similar to control cells, preserved adipogenic differentiation capacity and showed only minor transcriptomic changes after cytoplasmic sampling.

There is great interest in new technologies that can improve our ability to determine cellular dynamics^43^. This is exemplified by the recent development of (1) scRNA-seq-coupled lineage tracing, which superimposes clonal information on single-cell transcriptomes to better resolve lineage relationships^44^, and (2) methods that metabolically label newly synthesized RNA with the aim of recording transcriptional dynamics by differentiating old versus new RNA^14–16^. In particular, mRNA synthesis rates can be read out using metabolic labelling, making it a valuable tool to assess how a perturbation affects gene expression dynamics such as changes in mRNA production and degradation rates. Answering the inverse question, that is, resolving how the ground-state transcriptome of a cell affects its response to a perturbation, remains challenging because of the various assumptions that need to be made to infer a cell’s initial state when using end-point methodologies (that is, involving cell lysis). Live-seq now bypasses these assumptions by directly measuring ground-state gene expression levels. As a result, Live-seq is well suited to interrogate the gene expression state of a cell before exposing this same cell to one or more perturbations, either on short or long time scales. This is the case, for example, when aiming to identify which genes, pathways or cellular processes drive a heterogeneous cell response without having to select a set of focal genes, as demonstrated with our study on variation of LPS response in macrophages. Indeed, by leveraging the ability of Live-seq to act as a transcriptomic recorder as well as mRNA expression’s dominant role in determining protein levels at steady state^45^, we generated a genome-wide, statistical ranking of a gene’s impact on a macrophage’s response to LPS. This revealed that the initial molecular state and, in particular, the expression levels of *Nfkbia* and *Gsn*, contribute significantly to overall phenotypic heterogeneity (Fig. 5b–e and Supplementary Table 4). Moreover, we uncovered that the cell cycle phase also influences the LPS response, which we confirmed experimentally (Fig. 5f, g). Transcription and DNA replication in a cell’s S phase are in inherent conflict, which can be a source of DNA damage and genome instability^46^. It would in this regard be of interest to further explore whether cells in S phase respond weaker to transcriptional stimulations as a general strategy to temporarily decouple DNA replication and transcription^47^.

Because Live-seq excels over longer time scales while minimizing the need for inference, it complements already available techniques to study cellular dynamics. However, the scalability of Live-seq, compared to the other mentioned methods, is still limited. Live-seq will therefore benefit from further automation procedures that may also expand the scope of Live-seq beyond cell culture. At present with around 40% of the samples passing our data quality control criteria, an increase in mRNA detection sensitivity may further increase Live-seq’s efficiency. The implementation of low-input scRNA-seq methods such as Smart-seq3 (ref. ^48^), which already shares several features with the enhanced Smart-seq2 method developed here, will in this regard be highly valuable. Not only will it improve the overall sensitivity and power of Live-seq, but also its ability to work with even smaller cytoplasmic extraction volumes and thus to further reduce any possible cellular impact, which is especially important when probing smaller cell types such as T cells and certain stem cells^49^.

In summary, Live-seq enables single-cell transcriptome profiling as well as downstream molecular and functional analyses on the same cell at distinct time points (Figs. 4 and 5), providing opportunities to address some of the long-standing biological questions pertaining to cell dynamics or cellular phenotypic variation. We thereby expect the next generation of the Live-seq approach to allow for sampling of many more cells, aiming to alleviate relevant statistical power and cellular resolution concerns. As such, we anticipate that Live-seq will transform single-cell transcriptomics, and possibly other omics technologies such as single-cell proteomics and metabolomics, from the current end-point type assay into a temporal analysis workflow.

## Methods

### Biological materials

RAW264.7, 293T and HeLa cells were obtained from ATCC. RAW264.7 cells with *Tnf*-mCherry reporter and *relA*-GFP fusion protein (RAW-G9 clone) were kindly provided by I.D.C. Fraser (National Institutes of Health). The IBA cell line derived from the stromal vascular fraction of interscapular brown adipose tissue of young male mice (C57BL6/J) was kindly provided by C. Wolfrum’s laboratory (ETH Zurich). Primary ASPCs were isolated from subcutaneous fat tissue of female C57BL/6J mice at age between 7 and 10 weeks as previously described^50^. The cell lines have not been authenticated or tested for mycoplasma contamination. All these cells were cultured in high-glucose DMEM medium (Life Technologies) supplemented with 10% foetal bovine serum (FBS) (Gibco) and 1× penicillin/streptomycin solution (Life Technologies) in a 5% CO_2_ humidified atmosphere at 37 °C and maintained at less than 80% confluence before passaging.

### Oligos

Biotinylated-olig0-dT30VN (IDT):

/5Biosg/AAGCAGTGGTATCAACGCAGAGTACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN.

TSO (Exiqon): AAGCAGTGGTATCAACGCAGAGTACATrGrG+G.

Iso-TSO (Exiqon): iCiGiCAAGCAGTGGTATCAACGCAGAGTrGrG+G.

Biotinylated-TSO (Exiqon): /5Biosg/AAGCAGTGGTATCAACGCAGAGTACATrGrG+G.

Hairpin-TSO (Exiqon):

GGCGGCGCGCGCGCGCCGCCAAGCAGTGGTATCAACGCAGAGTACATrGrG+G.

Biotinylated-ISPCR oligo (IDT): /5Biosg/AAGCAGTGGTATCAACGCAGAGT.

Hairpin-TSO was annealed in IDT Duplex Buffer before use.

### FluidFM setup

A FluidFM system composed of a FlexAFM-near-infrared scan head and a C3000 controller driven by the EasyScan2 software (Nanosurf), and a digital pressure controller unit (ranging from −800 to +1,000 mbar) operated by a digital controller software (Cytosurge) was used. A syringe pressure kit with a three-way valve (Cytosurge) was used in addition to the digital pressure controller to apply underpressure lower than −800 mbar and overpressure higher than +1,000 mbar. FluidFM Rapid Prototyping probes with a microchannel height of 800 nm were obtained from Cytosurge. A 400-nm wide triangular aperture was custom-milled by a focused ion beam near the apex of the pyramidal tips and imaged by scanning electron microscopy as previously described^3^. The FluidFM probes were plasma treated for 1 min (Plasma Cleaner PDG-32G, Harrick Plasma) and coated overnight with SL2 Sigmacote (Sigma-Aldrich) in a vacuum desiccator^3^.

### Optical microscopy setup

The FluidFM scan head was mounted on an inverted AxioObserver microscope equipped with a temperature-controlled incubation chamber (Zeiss), and coupled to a spinning disc confocal microscope (Visitron) with a Yokogawa CSU-W1 confocal unit and an EMCCD camera system (Andor). Phase-contrast and fluorescence images were acquired using ×10 and ×40 (0.6 numerical aperture, NA) objectives and a ×2 lens switcher using VisiView software (Visitron). Microscopy images were analysed using the AxioVision and ImageJ softwares.

### Enhanced Smart-seq2

The overall workflow follows the same steps as Smart-seq2 (ref. ^25^), but several modifications were introduced. RNA, Live-seq samples or single cells were transferred into a PCR tube with 4.2 μl of lysis buffer, which contains 1 μl of dNTP (10 mM each), 1 μl of biotinylated-oligo-dT30VN oligo (10 μM), 2 μl of 0.2% Triton-X-100, 0.1 μl of Recombinant ribonuclease inhibitor (40 U μl^−1^, no. 2313, Takara) and 0.1 μl ERCC RNA Spike-In Mix (10^7^ dilution, no. 4456740, ThermoFisher). After briefly spinning, the PCR tubes/plates were heated at 72 °C for 3 min and cooled down on ice for 1 min. Then, 5.2 μl of reverse transcription mix (1.29 μl of H_2_O, 0.06 μl of MgCl_2_ (1 M), 2 μl of Betaine (5 M), 0.08 μl of biotinylated-TSO oligo (100 μM) (or other TSOs as listed in Supplementary Fig. 1c), 2 μl of Maxima H Mimus RT buffer (5×), 0.25 μl of recombinant ribonuclease inhibitor and 0.1 μl of Maxima H Minus Reverse Transcriptase (200 U μl^−1^, EP0751, ThermoFisher)) were added. The reverse transcription step was performed in a thermal cycler using the following program: (1) 42 °C for 90 min; (2) 50 °C for 2 min; (3) 42 °C for 2 min, go to step (2) for four cycles; (4) 85 °C for 5 min and (5) end. The reverse transcription products were directly used for PCR by adding 15 μl of PCR mixture, which contained 12.5 μl of KAPA HiFi HotStart ReadyMix (2×, 07958935001, KAPA), 0.25 μl of Biotinylated-ISPCR oligo (10 μM) and 2.25 μl of H_2_O. The PCR program involves the following steps: (1) 98 °C for 3 min; (2) 98 °C for 20 s; (3) 67 °C for 15 s; (4) 72 °C for 6 min, go to step (2) for *x* cycles (for Live-seq, *x* = 24; for scRNA-seq, *x* = 18); (5) 72 °C for 5 min and (6) end. The PCR products were purified twice with AMPure XP beads (A63882, Beckman Coulter) according to the manufacturer’s instructions with 0.6 volume of beads per 1 volume of PCR product. The concentration and profile of the purified DNA were measured by Qubit double-stranded DNA HS Assay Kit (no. Q32854, ThermoFisher) and fragment analyser (Advanced Analytical), respectively. Then 1 ng of DNA was used for tagmentation in the following reaction: 1 μl TAPS buffer (50 mM TAPS-NaOH, pH 8.3, 25 mM MgCl_2_), 0.5 μl of Tn5 (made in-house, 12.5 μM), H_2_O to 5 μl in total. The tagmentation reaction was assembled on ice, initiated by placing the mix on a thermal cycler at 55 °C for 8 min after which it was kept on ice. Then 1.5 μl of SDS (0.2%) was added to inactivate the Tn5 enzyme. PCR reagent mixture was added directly to the tagmented DNA, which contained 1.5 μl of dNTP (10 mM each), Nextera XT index primers (or other compatible indexing primers, with a final concentration of 300 nM for each primer), 10 μl of KAPA HiFi Fidelity buffer (5×), 1 μl of KAPA HiFi DNA Polymerase (1 U µl^−1^, KK2101, KAPA) and H_2_O to 50 μl in total. Then, the DNA was amplified using the following program: (1) 72 °C for 3 min; (2) 98 °C for 30 s; (3) 98 °C for 10 s; (4) 63 °C for 30 s; (5) 72 °C for 1 min, go to step (3) for ten cycles; (6) 72 °C for 5 min and (7) end. The PCR products were purified twice with AMPure XP beads (A63882, Beckman Coulter) according to the manufacturer’s instructions with 0.6 volume of beads per 1 volume of PCR product. The concentration and profile of the purified DNA were measured using a Qubit dsDNA HS Assay Kit and fragment analyser, respectively, after which the libraries could be sent for sequencing using Illumina sequencers. We thereby noted that the ‘cDNA’ yield from the negative control (0 pg input RNA) (Extended Data Fig. 1b) was mainly derived from oligo sequences, because sequencing of the respective library revealed mainly reads with a very high A/T content, which poorly aligned to the mouse/human genome (Extended Data Fig. 1e, f).

### Cytoplasmic biopsies

#### Cell samples and reagents

For extraction experiments, the cells were seeded and cultured for at least 18 h onto 50-mm tissue-culture-treated low µ-dishes (Ibidi). Shortly before the experiment, the culture medium was replaced with 5 ml of CO_2_-independent growth medium supplemented with 10% FBS, 1× penicillin/streptomycin solution and 2 mM glutamine. For the extraction of LPS-stimulated RAW cells, the culture medium was replaced with 5 ml of CO_2_-independent growth medium supplemented with 10% FBS, 1× penicillin/streptomycin solution, 2 mM glutamine and 100 ng ml^−1^ LPS, and the cells were extracted between 4 and 5 h after the addition of LPS. For the extraction of differentiating ASPCs, induction medium (ASPC adipogenic differentiation section) was replaced shortly before the experiment with 5 ml of CO_2_-independent growth medium supplemented with 10% FBS, 1× penicillin/streptomycin solution, 2 mM glutamine, 1 μM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, 1 μM rosiglitazone and 167 nM insulin. Sampling buffer for preloading was prepared by supplementing a 0.2% solution of Triton-X 100 in nuclease-free water with 2 U μl^−1^ recombinant RNase inhibitors (Clonetech). Lysis buffer for extract transfer was prepared as that used in the enhanced Smart-seq2 protocol. Whereas cells were maintained at 37 °C for time-lapse microscopy before and after extractions, the extraction procedures were all performed at room temperature.

#### Extraction process

The probe reservoir was loaded with 10 µl of mineral oil (Sigma-Aldrich) and a pressure of Δ + 1,000 mbar was applied to flow the oil into the microchannel. Once the probe microchannel was filled, the probe was shortly immersed in nuclease-free water, and then kept in air with the residual water carefully blotted off the probe holder with a kimwipe tissue. A 1.0-μl drop of sampling buffer was deposited onto an AG480F AmpliGrid (LTF Labortechnik). The cantilever was introduced into the drop using the micrometre screws to displace the atomic force microscope. Once the cantilever was located inside the drop, underpressure (−800 mbar) was applied for the suction of roughly 0.5 pl of sampling buffer into the probe. The cantilever was then withdrawn from the drop using the micrometre screws.

Next, the preloaded probe was immersed in the cell sample experimental medium, the cell to be extracted was visualized by light microscopy and the tip of the FluidFM probe was placed above the cytoplasm of the selected cell. The tip of the probe was then inserted into the cytoplasm through a forward force spectroscopy routine driven by the *Z*-piezo. The probe was then maintained inside the cell at constant force. Although lower forces may be sufficient, a force setpoint of 500 nN was used to ensure the full insertion of the probe aperture into all the cell types. Underpressure larger than −800 mbar was applied to aspirate the cellular content into the probe, whereby the harvested cytoplasmic fluid immediately mixed with the preloaded sampling buffer. The pressure-assisted flow of the intracellular content into the FluidFM probe was interrupted by switching the pressure back to zero. We collected cytoplasmic extracts of 1.1 pl on average, ranging from 0.1 up to 4.4 pl. The probe was then retracted out of the cell, shortly immersed in nuclease-free water and then kept in air with the residual water carefully blotted off the probe holder with a kimwipe tissue.

A 1.0-μl drop of lysis buffer was deposited onto an AG480F AmpliGrid (LTF Labortechnik). The cantilever was introduced into the drop, and overpressure (more than 1,000 mbar) was applied to release the extract. The microchannel was then rinsed three times by suction and release of lysis buffer into the probe. The 1.0-μl drop was then pipetted into a PCR tube containing an additional 3.2 μl of lysis buffer, and the solution was briefly centrifuged and stored at −80 °C until further processing.

All steps were monitored in real time by optical microscopy in brightfield. The entire procedure took roughly 15 min per sample, with around 5 min for loading the sampling buffer and approaching a selected cell, 5 min to extract the cytoplasmic biopsy and 5 min to transfer the extract into the lysis buffer and then to the PCR tube. We performed 43 experiments, collecting 10 to 20 biopsies per experiment.

#### Alternated human/mouse sampling

For the assessment of cross-contamination between samples that were extracted sequentially with the same probe, alternated human/mouse cell sampling was conducted, with HeLa and IBA cells seeded on separate dishes. The cells were extracted alternatively from one or the other cell type as described above, using the same FluidFM probe.

#### Sequential sampling of individual RAW cells

For the sequential sampling of the same RAW cell, up to 24 cells were extracted as described above, with all the cells monitored within one vision field. The first extractions were performed within a 1 h time window, 0.5 to 1.5 h before the addition of LPS. The cells were then incubated at 37 °C under time-lapse monitoring with intervals of 5 min. After 30 min, LPS was added to the dish for stimulation and the cells were further monitored at 5 min intervals for another 30 min. The time-lapse intervals were then increased to 30 min, and the cells were further monitored for 3.5 h. The temperature was then switched back to room temperature, and the same cells were extracted a second time, in a time interval of 4 to 5 h after the addition of LPS.

#### Sequential sampling of individual ASPC cells

For the sequential sampling of ASPCs, barcoded ASPCs (ASPC genetic barcoding section) were mixed with ASPCs at a 1:1,000 ratio and the cells were then seeded to a final density of 200,000 cells per cm^2^ into a well with a growth area of 0.22 cm² (two-well insert, Ibidi). The cells were grown in the insert for 2 days. The insert was then removed and the growth medium exchanged for CO_2_-independent medium. The entire culture area was first imaged at ×10 magnification, in brightfield and at 488 nm, and the images were assembled to create a map of the GFP-expressing, barcoded ASPCs in the entire culture area. Selected GFP-expressing ASPCs were then extracted for a first time, during a time window of 3 to 4 h. Following extraction, the medium was exchanged for induction medium (ASPC adipogenic differentiation), and the cells were incubated in a 5% CO_2_ humidified atmosphere at 37 °C. After 2 days, the medium was exchanged for CO_2_-independent medium supplemented with 1 μM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, 1 μM rosiglitazone and 167 nM insulin. The entire culture area was imaged again at ×10 magnification, in brightfield and at 488 nm, and the images assembled to create the map. The cells that had been extracted were relocalized from their respective position in the created map, and were extracted a second time. After the extractions, the medium was exchanged for the maintenance medium (ASPC adipogenic differentiation section), and the cells were incubated for 2 days in a 5% CO_2_ humidified atmosphere at 37 °C. The medium was then exchanged for complete culture medium, and the cells were incubated for another 3 to 5 days with the medium exchanged every 2 days. Lipid staining was then performed using 5 μg ml^−1^ BODIPY 558/568 (Invitrogen) for 20 min. Nucleus staining with 5 μg ml^−1^ 4,6-diamidino-2-phenylindole (DAPI) was performed at the same time. The entire culture area was then imaged to create the map, before imaging individual barcoded cells in brightfield, at 405, 488 and 640 nm.

#### Molecular recording of RAW cells

For the molecular recording to predict a cell’s downstream phenotype, RAW cells within one vision field were extracted as described above, within a 1 h time window. The cells were then monitored at 37 °C under time-lapse imaging with intervals of 5 min. After 30 min, LPS was added to the dish for stimulation (0.5 to 1.5 h after extraction), and the cells were further monitored with 5 min intervals for another 30 min. The time-lapse intervals were then increased to 30 min, and the cells were further monitored for at least 8 h.

### LPS stimulation of RAW cells

LPS (no. L4391-1MG) was prepared in PBS at 100 μg ml^−1^ as a stock solution. For stimulation of RAW cells, LPS solution was added to the 5 ml of CO_2_-independent medium to reach a final concentration of 100 ng ml^−1^.

### ASPC genetic barcoding

The genetic barcoding of ASPCs was performed using the pLARRY system^51^. LARRY Barcode Library v.1 was a gift from F. Camargo (Addgene no. 140024). The DNA was prepared directly by collecting cells directly from a Luria–Bertani agar plate rather than from a liquid culture to maximally preserve the overall library complexity, which was further confirmed by next-generation sequencing.

Barcode-bearing lentivirus was produced in 293T cells using the third-generation lentivirus packing system. The virus-containing medium was collected 48 h posttransfection. ASPCs were transduced by the virus-containing medium and fresh medium with Polybrene (final concentration at 10 μg ml^−1^), followed by centrifugation at 1,500*g* for 30 min after which cells were returned to the cell incubator. The medium was exchanged 12 h later and cells were maintained at a density lower than 80% confluency.

### ASPC adipogenic differentiation

To differentiate ASPCs into adipocytes, confluent cells were exposed to adipogenic induction medium (complete culture medium supplemented with 1 μM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, 167 nM insulin and 1 μM rosiglitazone (DMIR), all from Sigma). After 2 days, the induction medium was removed and the maintenance medium (the complete culture medium supplemented with 167 nM insulin) added. At day 4, the maintenance medium was removed and complete culture medium was added. Lipid droplets were stained using BODIPY 558/568 (Invitrogen) at 5 μg ml^−1^ for 20 min after which cells were subjected to imaging.

### Recovery of genetic barcodes from Live-seq-sampled ASPCs

The barcodes were retrieved from the cDNA of Live-seq samples. The barcode region was enriched from 1 ng cDNA by PCR using the primers BC-FOR1 (5′-ctgagcaaagaccccaacgagaa-3′) and BC-REV1 primers (5′-gctggcaactagaaggcacag-3′) and using the following program: (1) 98 °C for 30 s; (2) 98 °C for 10 s; (3) 63 °C for 30 s; (4) 72 °C for 1 min, go to step (2) for 15 cycles; (5) 72 °C for 5 min and (6) end. Then 1 μl of PCR product was subjected to a second round of PCR with For-MEDS-A (5′-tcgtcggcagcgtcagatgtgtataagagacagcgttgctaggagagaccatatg-3′) and Rev-MEDS-B primers (5′-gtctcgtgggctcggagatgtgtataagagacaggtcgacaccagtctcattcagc-3′), and using the following program: (1) 98 °C for 30 s; (2) 98 °C for 10 s; (3) 63 °C for 30 s; (4) 72 °C for 1 min, go to step (2) for 15 cycles; (5) 72 °C for 5 min and (6) end. The result PCR product was purified with AMPure XP beads (Beckman) using a 2.5 volume of beads per 1 volume of PCR product ratio, and eluted with 20 μl of nuclease-free water. Then 10 μl of the purified product was indexed using the Nextera index kit (Illumina), using the following program: (1) 98 °C for 30 s; (2) 98 °C for 10 s; (3) 63 °C for 30 s; (4) 72 °C for 1 min, go to step (2) for four cycles; (5) 72 °C for 5 min and (6) end. The resulting product was purified with AMPure XP beads (Beckman) using a 2.5 volume of beads per 1 volume of PCR product ratio, and eluted with 20 μl of nuclease-free water. The concentration was then measured using a Qubit dsDNA HS Assay Kit and subjected to sequencing in the Gene Expression Core facility at the EPFL.

For the data analysis, we created a .fasta file representing the vector sequence, replacing the barcodes by N strings. All samples were then aligned on this vector using STAR v.2.7.9a (ref. ^52^) with default parameters and these two extra options: ‘--outFilterMultimapNmax 1’ (for removing several mapped reads) and ‘--outFilterMismatchNmax 2 --outFilterScoreMinOverLread 0 --outFilterMatchNminOverLread 0 --outFilterMatchNmin 0’ (for authorizing alignment on Ns, and a maximum of two mismatches). We then extracted the sequences from the aligned .bam file at the position of the two barcodes and counted their occurrence to find the most prevalent ones. A Hamming distance of the barcodes between cells was then calculated using the function StrDist of the DescTools package^53^ in R using the parameter (method = ‘hamming’, mismatch = 1, gap = 1).

### Determination of the extracted volumes

For each extraction, the volume of preloaded sampling buffer and the volume of cytoplasmic extract mixed with the sampling buffer were measured on brightfield images using the AxioVision software. The area occupied by the aqueous solutions confined in the cantilever was multiplied by the channel height of 0.8 μm, and the volume of the hollow pyramidal tip (90 fl) was added. To determine the volume of extracted cytoplasmic fluid, the volume of preloaded sampling buffer (FluidFM probe before extraction) was subtracted to the volume of mixed sampling buffer and extract (FluidFM probe after extraction).

### Determination of the cell volumes

To quantify the whole-cell volumes, IBA and ASPC cells were dissociated by trypsinization and RAW264.7 cells with a cell scraper. The dissociated cells were then imaged in brightfield with the ×40 objective and the ×2 lens switcher, and the diameter of the rounded cells was measured from the micrographs using the AxioVision software. Three diameters were measured and averaged for each cell (*n* = 277 for ASPC and *n* = 500 for IBA and RAW). The volumes were calculated using the formula for a sphere. For the longitudinal measurements of RAW cell volumes, the areas of selected semi-adherent cells were measured on brightfield images acquired with the ×40 objective and the ×2 lens switcher at several time points before and after extraction, and cell volumes were calculated assuming a spherical cell shape.

### Time-lapse monitoring of mCherry expression

For live imaging of RAW-G9 cells expressing mCherry, the Ibidi dish was covered and the temperature was maintained at 37 °C. Time-lapse images were acquired at 5 min intervals for 1 h, then at 30 min intervals overnight. For each time point, two sequential frames were acquired, in brightfield and for mCherry (561 nm laser and 609/54 nm emission filter), using the ×40 objective and the ×2 lens switcher. At the end of the time-lapse recording, 2 µl of tricolour calibration beads (Invitrogen MultiSpeck Multispectral Fluorescence Microscopy Standards Kit, Life Technologies Europe B.V.) was added to the sample and at least 30 individual beads were imaged with the 561 laser. For image quantification, all the cells that moved out of view or focus, died or overlapped with other cells were excluded from analysis in each time-lapse frame. Cell boundaries were all manually defined in Fiji, and background intensities were measured for each time point and subtracted from all intensity values. We analysed 77 extracted cells, 122 LPS-stimulated cells that were not extracted and 23 cells that were not extracted and not stimulated with LPS. The fluorescence intensity of the calibration beads with subtracted background intensity was measured using Fiji, and the average of the 30 bead intensities was used to normalize the fluorescence measurements of the cells acquired in different experiments. The area under a curve was calculated from 3 to 7.5 h post-LPS treatment. A two-sided Wilcoxon rank-sum test was used to examine the differences between conditions.

### Cell viability after extraction

To evaluate the postextraction viability of ASPC (*n* = 33) and IBA (*n* = 37) cells, the cells were stained between 2 and 4 h after extraction using a LIVE/DEAD Cell Imaging Kit 488/570 (Invitrogen), and following the manufacturer's protocol. To evaluate the postextraction viability of RAW264.7 cells, the extracted cells (*n* = 72) were monitored by time-lapse microscopy during around 10 h at 30 min intervals. Cells were evaluated as dead or alive on the basis of their morphology, movements and expression of mCherry in response to LPS stimulation. The postextraction viability was assessed for 42 cells extracted once before stimulation, 30 cells extracted once after LPS stimulation and ten cells extracted twice, before and after stimulation.

The volumes that were extracted ranged between 0.7 and 3.3 pl (mean 1.4 pl) for ASPCs, between 0.4 and 2.9 pl (mean 1.0 pl) for IBA cells and between 0.2 and 3.5 pl (mean 1.1 pl) for RAW cells. The viability of all the cell types was calculated as an absolute value without normalization.

### scRNA-seq

Cells were trypsinized and dissociated into a single-cell suspension and then kept on ice for all the downstream processing. After passing through a 40-μm cell constrainer and DAPI staining, live singlet cells were sorted into 96-well PCR plates with 4.2 μl of lysis buffer (mentioned above). At least three wells without cells were preserved as negative controls. The plate was quickly spun and further processed using the Smart-seq2 method^25^.

To perform scRNA-seq on cells post-Live-seq extraction, cells were first cultured in a dish containing a silicone micro-insert (Ibidi, no. 80409) at a density of around 20 cells per well. The insert was then removed just before Live-seq sampling and all the cells were subjected to Live-seq extraction as described above, during a 1 h time window. To extract all the cells in this time, the extracted cytoplasm was not preserved. Then 1 and 4 h after the middle of the extraction time window (that is, 1 ± 0.5 and 4 ± 0.5 h postextraction), the cells, along with the control cells not extracted, were collected on ice and single cells were picked using a serial dilution approach. The downstream processing followed a similar workflow as the Smart-seq2 method.

### Cell cycle analyses

The cell cycle reporter vector pCSII-EF-miRFP709-hCdt(1/100) was a kind gift from V. Verkhusha (Addgene plasmid no. 80007; http://n2t.net/addgene:80007; RRID Addgene_80007). Lentivirus carrying this vector was transduced into RAW-G9 cells after which miRFP709-positive cells were sorted to enrich for transduced cells. The cells were seeded on an Ibidi dish and monitored for miRFP709 (640 nm laser and 700/75 nm emission filter) and in brightfield for 24 h at 60 min intervals with the ×40 objective and the 2× lens switcher. The experimental growth medium was then exchanged, LPS was added at a final concentration of 100 ng ml^−1^, and the cells were monitored for another 24 h at 60 min intervals in brightfield, for miRFP709 and for mCherry (561 nm laser and 609/54 nm emission filter). Fluorescence intensities of the cells were measured as described above (Time-lapse monitoring of mCherry expression) for both fluorescent reporters. The mCherry intensities were further normalized using the beads calibration.

### *Nfkbia* reporter analyses

The mouse *Nfkbia* promotor (+1,606 to −121) fragment was obtained by PCR (forward primer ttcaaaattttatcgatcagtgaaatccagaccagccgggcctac, reverse primer ggctgtgcggggctgagcgg) from mouse genomic DNA. The TagBFP CDS fragment was obtained by PCR (forward primer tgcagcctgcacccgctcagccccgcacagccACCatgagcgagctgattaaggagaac, reverse primer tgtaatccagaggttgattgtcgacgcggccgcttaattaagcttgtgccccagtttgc) from a TagBFP-bearing plasmid. A linearized lentivirus vector devoid of the EF1a promoter was obtained by PCR (forward primer gcggccgcgtcgacaatcaac, reverse primer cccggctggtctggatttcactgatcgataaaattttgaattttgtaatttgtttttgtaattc) using the pLV-vector as template (kindly provided by J. Han). All three fragments were then assembled using a Gibson Assembly Master Mix (NEB) according to the manufacturer’s instructions.

The lentivirus production from 293T and transduction into RAW-G9 cells were performed in the same way as implemented for ASPC barcoding, as described above. The resulting cells were then seeded into 96-well plates with each well containing no more than one cell to generate single clones. The single clones were then screened for their capacity to respond to LPS as well as the brightness and the broad distribution of BFP fluorescence at basal level. Cells from a selected clone were seeded in a 50-mm low-wall dish (Ibidi) and grown for 1 day at normal cell culture conditions. One culture area was then imaged with a ×40 objective and the ×2 lens switcher, at 37 °C, in brightfield and at 405 nm (BFP) and 561 nm (mCherry), at 30 min intervals for 10 h. The cells were first monitored for 1.3 h to record their basal level of *Nfkbia*-BFP and *Tnf*-mCherry, after which LPS was added to the sample and the cell were imaged for another 8.7 h to monitor their response to the stimulation. Fluorescence intensities of the cells were measured as described above (Time-lapse monitoring of mCherry expression section) for both fluorescent reporters. The mCherry and BFP intensities were further normalized using the beads calibration. The basal BFP intensity was averaged from the three first time-frames, acquired before LPS stimulation.

### Live-seq and scRNA-seq data analysis

#### Dataset description

There were ten IBA cells and HeLa cells processed through Live-seq sampling in an alternating fashion. In addition, 588 Live-seq samples were prepared across five experimental replicates, with each of them containing both single and sequential sampling events. All the data from these 588 cells were used for the analyses presented in Figs. 2–5. Then 554 cells were processed using conventional scRNA-seq as part of three experimental replicates and the data linked to these cells are presented in Figs. 2–5. Finally, to evaluate the potential molecular perturbation of cytoplasmic sampling, scRNA-seq data of IBA cells 1 h (49 cells) and 4 h (43 cells) postextraction were generated using cells (70 cells) that were not subjected to such sampling as control.

#### Alignment and feature counting

Libraries were sequenced in either 75 single-read or 2 × 75 paired-end format using Nextera indexes on Illumina Nextseq500 or Hiseq4000 sequencers at the Gene Expression Core facility (at EPFL). Basecalls are performed using bcl2fastq (v.2.19.1). To keep consistency, only read 1 with 75 bp was used for further analysis. The reads were aligned to the human (hg19/GRCh38) or mouse (mm10/GRCm38) genomes using STAR (v.2.6.1c)^52^ with default settings and filtered for uniquely mapped reads. Then, the number of reads per feature (gene) was counted using HTseq (v.0.10.0)^54^ with parameter ‘htseq-count -s no -m union -f bam’ and the gene annotation of Ensembl release 87 supplemented with ERCC, EGFP and mCherry features was used. The counts of all samples were merged into a single gene expression matrix, with genes in rows and samples in columns (Gene Expression Omnibus (GEO) accession number GSE141064, processed data).

To evaluate the cross-sample contamination, we sampled human and mouse cells alternatively. Reads were aligned to the mixed human: mouse reference genome (hg38 and mm10) using STAR and the number of reads per feature was counted by HTseq using the same settings as mentioned above. Digital gene expression matrices were generated for each species. We analysed the downstream data using R (v.3.5.0), plots generated using the R package ggplot2 (v.3.2.1).

#### Cell and gene filtering

ERCCs were used for technical evaluation by testing the correlation with the expected number of spike-in RNA molecules, and not included for further analysis. The top 20 genes found in negative controls (samples were merged) are probably due to misalignment/sequencing errors of the oligos (Supplementary Table 5), and were thus also removed from downstream analyses. Ribosomal protein-coding genes were removed as they confound the downstream differential gene expression analysis, consistent with previous findings^55^. The downstream analysis followed the procedures of the Seurat R package (v.3.0). Samples showing low quality were filtered out, with quality cut-offs being: (1) the number of genes fewer than 1,000, (2) the mitochondrial read ratio more than >30% or (3) the uniquely mapped rate fewer than <30%. Then, the data were normalized to the total expression, multiplied by a scale factor of 10,000, after which a pseudo-count was added and the data were log transformed.

#### Feature selection, dimensionality, reduction clustering and others

The top 500 highly variable genes were chosen on the basis of the variance stabilizing transformation (vst) result (function, FindVariableFeatures(object, selection.method = ‘vst’)). Scaling was applied to all the genes using the function ‘ScaleData’. The scaled data of the 500 highly variable genes were used for principal component analysis (PCA) analysis. The first ten principal components were chosen for further clustering and *t*-SNE analysis on the basis of the ranking of the percentage of variance explained by each principal component (ElbowPlot function). Seurat-embedded graph-based clustering was applied. In both Live-seq and scRNA-seq data, postdifferentiated ASPCs were in early differentiation stage rendering their classification by treatment difficult to capture when in a dataset driven by more distinct cell types and states. Furthermore, the clustering of these cells was prone to be biased by batch as only one of the two batches contained both pre- and postdifferentiation ASPCs. Therefore, to capture ASPCs’ heterogeneity, ASPCs were clustered separately for both scRNA-seq and Live-seq data (default Seurat pipeline and data scaled for nCount and nGene), and the clustering found on the whole datasets, at resolution 0.2, was adapted. For data visualization, individual cells were projected on the basis of the ten principal component scores onto a two-dimensional map using *t*-SNE^56^.

To evaluate the effect of varying sequencing depth on the clustering of Live-seq data, we down-sampled the raw counts to the desired number. The down-sampled matrices were analysed in the same way as described above. The clusters were consistent with the original analysis, indicating that the clusters were not driven by sequencing depth.

The DE genes were analysed as described below (Comparison of DE genes between Live-seq and scRNA-seq section). The pseudo-genes were filtered out^57^. For the Gene Ontology analysis, the top first 100 DE genes, ordered by logFC, were loaded into the EnrichR package (v.3.0)^32^ to determine gene enrichment among the biological processes of Gene Ontology and predict the cell types using the Mouse Gene Atlas database. We carried out Gene Set Enrichment Analysis in R using the ClusterProfiler package^58^ v.3.14.3 and msigdbr v.7.1.1 using default settings with all the gene expression changes. Both wikipathways-20200810-gmt-Mus_musculus.gmt and the Gene Ontology terms obtained from the R database org.Mm.eg.db (v.3.10.0) were used as reference.

The scores of cell cycle phases were calculated using the Seurat function ‘CellCycleScoring’ on the basis of canonical markers^59^.

To integrate Live-seq and scRNA-seq data, the CCA and mutual nearest neighbours (MNNs)-based approaches embedded in Seurat v3 were used. Specifically, the top 500 highly variable genes of both datasets were chosen for PCA analysis independently. The first ten principal components of each were used to identify the anchors and for data integration. As another level of control, data stemming from cells belonging to each cluster in both Live-seq and scRNA-seq analyses were collapsed into a ‘bulk’ RNA-seq dataset after which the Pearson’s correlation between the bulk Live-seq and the bulk scRNA-seq datasets was determined. To evaluate the effect of varying sequencing depth on data integration, we down-sampled the raw counts to the desired number. The down-sampled matrices were then analysed in the same way as described above.

The cells sampled with Live-seq or scRNA-seq from the two cell types, RAW cells and ASPCs, were analysed on a cell type-by-cell-type basis following Seurat's pipeline. For the ASPCs of Live-seq and scRNA-seq, the only batch containing both DMIR-treated and non-treated cells Live-seq the scRNA-seq were selected. The cells were filtered using the same filtering as previously described, then the data normalized and scaled for nCounts, nFeatures and batch (if more than one batch) were used to compute the PCA. Finally, the first ten principal components were used to compute the *t*-SNE with perplexity set to 10.

#### Comparison of DE genes between Live-seq and scRNA-seq

Differential gene expression analysis was conducted using edgeR^60^ v.3.34.0. Only genes expressed in at least 5% of the data with a minimal count of 2 (filterByExpr() min.count = 2, min.prop = 0.05) and in at least 15% of the cells of one of the categories with a minimal count of 2 in the scRNA-seq data were considered. The dispersions and negative binomial glm were fitted (glmQLFit and glmQLFTest functions) for the model roughly 0 + categories + batch, the categories being the different groups to be tested. The quasi-likelihood *F*-tests were calculated for each group, with the null hypothesis being that there is no difference between the mean in the group of interest and the average over all the remaining categories (clusters). The *P* values were corrected using the Benjamini–Hochberg procedure. The genes with an FDR < 0.05, absolute logFC > 1, and expressed in at least 15% of one of the two groups were considered DE.

To compare scRNA-seq and Live-seq data, the differential expression analyses were performed separately for the two techniques. For each result, the log fold-expression changes of each gene were plotted against each other. The DE genes were highlighted (Bonferroni adjusted *P* value < 0.05 and an absolute logFC > 1). A linear model was fitted using lm() over (1) all the genes, (2) only the genes detected as DE in the scRNA-seq datasets or (3) the genes defined as DE in both the Live-seq and scRNA-seq datasets. Similar analyses were also applied per cell type basis, that is in RAW cells before and after LPS treatment and ASPC before and after differentiation.

Differential expression analysis per cell type was performed using edgeR package by contrasting between non-treated versus treated cells in the same fashion as described above. The genes with an FDR < 0.05, absolute logFC > 1 and expressed in at least 15% of one of the two groups of cells with at least two counts were considered DE.

For the two cell types mentioned above, cells of the scRNA-seq datasets were randomly selected to match the number of cells of the Live-seq data. The count matrices were then down-sampled per cell to have the same density distribution of the number of features as the corresponding Live-seq data. More precisely, the cells were ordered by the number of features in the scRNA-seq and Live-seq datasets and paired on the basis of this metric. The number of sampled reads (with replacement) of the scRNA-seq cells were defined so that the down-sampled data reached a similar number of features (absolute difference below 5) compared to its paired Live-seq cell. The down-sampled data were then (up-)sampled with replacement to match the library size of their paired Live-seq cell. Differential expression analysis was then performed as described above.

#### Live-seq and live-cell imaging integration

Among the 40 cells that were both subjected to Live-seq and tracked for LPS-induced *Tnf*-mCherry fluorescence, 17 of them passed the quality control as mentioned in the Live-seq section. For each cell in the time-course, we calculated the intercept (that is, basal expression) and slope (that is, extent of response) using a linear model between the time after LPS treatment and the natural log of the *Tnf*-mCherry fluorescence intensity. As we were mainly interested in the initial response and as the curve was linear from the first three to 7.5 h (Extended Data Fig. 9b), we only used values from this time window. To rank genes, we then constructed a linear model that predicts the intercept or slope of the mCherry response using the expression of a gene measured by Live-seq before treatment with LPS. Given the limited number of cells and thus to increase the statistical power of the models, only the 500 most variable genes from both the RAW-G9 Live-seq and scRNA-seq data were used, but removing genes with a dispersion lower than 0.1. The genes were then ranked on the basis of their respective *R*^2^ values. We used two tests to assess the significance of each gene: an *F*-test on the overall model as implemented using R’s lm function, and a bootstrapping approach in which we randomly sampled cells with replacement to calculate an empirical *P* value. *P* values were corrected for multiple testing using the Benjamini–Hochberg procedure as implemented using the R’s p.adjust function.

### Trajectory inference

To infer the trajectory from conventional scRNA-seq data, the dynverse R package (v.0.1.2)^10^ with multiple wrapped trajectory inference methods was used^61–65^. The parameters shown below were used for the ‘answer_questions’ function- ‘multiple_disconnected = NULL, expect_topology = NULL, expected_topology = NULL, n_cells = 554, n_features = 1,000, memory = ‘100GB’, docker = TRUE’. The most suggested methods were chosen on the basis of the guidelines provided by dynverse. In addition, we also applied the Monocle DDRTree method^66^ given its widespread use. All these methods were run in the docker with default parameters. For the RNA velocity analysis, annotated spliced, unspliced and spanning reads in the measured cells were generated in a single loom file using the command line ‘velocyto run_smartseq2 -d 1’ function. This also generates an HDF5 file containing detailed molecular mapping information that was used for the analysis model on the basis of gene structure. Genes were filtered to have a min.max.cluster.average of at least 5, 1 and 0.5 for the exonic, intronic and spanning read expression matrices, respectively. Three different algorithms were used following the velocyto (v.0.6) pipeline (http://pklab.med.harvard.edu/velocyto/notebooks/R/chromaffin2.nb.html): (1) cell kNN pooling with the gamma fit based on extreme quantiles, with function ‘gene.relative.velocity.estimates(deltaT = 1, kCells = 5, fit.quantile = 0.05)’, (2) relative gamma fit without cell kNN smoothing, with function ‘gene.relative.velocity.estimates(deltaT = 1, deltaT2 = 1, kCells = 1, fit.quantile = fit.quantile)’ and (3) velocity estimate based on gene structure. Here, the unfiltered intronic and spanning expression matrix was used to include more genes for the genome-wide model fit.

### Analysis of the most variable genes from primary macrophage scRNA-seq data

We retrieved single-cell expression data of five macrophage subsets from the GEO database (GSE117081)^67^. We calculated for each gene a standardized variance by modelling the relationship between the observed mean expression and variance using local polynomial regression, as implemented in the Seurat (v.3.1.4) FindVariableFeatures function. Genes of the KEGG NF-κB signalling pathway downstream TLR4 receptor were highlighted.

### Bioethics

All mouse experiments were conducted in strict accordance with the Swiss law, and all experiments were approved by the ethics commission of the state veterinary office (licence number VD 3406, valid from 14 October 2018 to 14 January 2022). Mice were housed under specific pathogen-free conditions at 20–24 °C with 45–65% humidity and a 12 light/12 dark cycle.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-022-05046-9.

## Supplementary information

Supplementary Information Supplementary Figs. 1–8, Note and Refs.

Reporting Summary.

Peer Review File

Supplementary Table 1 DE genes in Live-seq samples. Two-sided Wilcoxon rank-sum test was performed with Bonferroni correction.

Supplementary Table 2 DE genes in scRNA-seq samples. Two-sided Wilcoxon rank-sum test was performed with Bonferroni correction.

Supplementary Table 3 Linear regression model predicting the basal *Tnf-*mCherry intensity using Live-seq data.

Supplementary Table 4 Linear regression model predicting the rate in *Tnf*-mCherry fluorescence intensity increase using Live-seq data.

Supplementary Table 5 Genes found in negative controls.

## Data Availability

All Live-seq and scRNA-seq data are available in the GEO with accession number GSE141064.

How the deposited data were processed for this re-analysis (not part of the article)

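The data are 1012 single-cell libraries of mouse cells: 296 Live-seq, 554 scRNA-seq and 162 scRNA-seq libraries of IBA cells with or without earlier Live-seq sampling. The authors aligned read 1 to GRCm38 with STAR, counted uniquely mapped reads per Ensembl gene with HTSeq without regard to strand, and deposited a single table of raw counts for all cells, without normalization. The table has 30452 features, of which 918 have no count in any cell, and holds no spike-in counts. The filters on genes detected, mitochondrial share and mapping rate, and the merging of sequencing lanes, are already part of it. No genome sequence was used here, and gene positions are from GENCODE vM21, also on GRCm38.

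Cells were grouped by the cell type, treatment, technique, line and batch that their labels give, by fixed rules applied to all labels. Everything that follows was computed from the counts in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and Seurat 5.3.0, and figures were drawn with matplotlib 3.10.9. The 20 negative-control genes and 92 ribosomal protein genes were left out first, as in the paper. These took a median of 24.1% of the counts of a Live-seq cell, 24.7% of a scRNA-seq cell and 23.9% of an IBA cell of the sampling experiment. Total counts had a median of 506778.5 in Live-seq, 467677 in scRNA-seq and 506266 in the sampling experiment.

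For tests across genes, counts were summed per batch and state with at least 3 cells, and each sum was a replicate. edgeR's glmQLFit and glmQLFTest were run with a model of state and batch, as in the paper, with TMM normalization and Benjamini-Hochberg adjustment. The default of glmQLFit, which is the fit of the version the paper used, was the main one, and the newer fit of edgeR 4 was added after the data had been seen. A gene entered the test with at least 2 counts in at least 15% of the cells of 1 scRNA-seq state and after filterByExpr with a minimum count of 2 and a minimum proportion of 0.05. Fold changes used a prior count of 0.125. Where a gene has no counts in a state, its fitted fold change depends on that prior count, and a fold against a floor of 3 counts over the state is given instead. For state against the rest this fold is against the other cells pooled. For state against the rest, the rest includes states in which a gene may have no counts, so that large fitted values carry the same limit. Batch numbers pair the samples, since the labels give a shared batch. After the group means were removed, RAW_Mock and RAW_LPS sums of the same batch had correlations across genes of 0.199, 0.072, 0.031 and 0.106 in Live-seq (batches 6, 7, 8_8 and 9_4) and of 0.296, 0.461 and 0.53 in scRNA-seq (batches 8_8, 9_1 and scRNA). Live-seq and scRNA-seq were compared without batch in the model. ASPC_Post against ASPC_Pre and the IBA cells after Live-seq have 1 batch each and were not tested. Their values carry exact Poisson intervals at 95%.

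The genes named are those the paper names, the 12 genes of Fig. 3b, the 5 called genes with the largest rise and the 5 with the largest fall after LPS, and the 3 with the largest rise and fall for each state, taken among genes with the same direction in every batch. After Live-seq, genes were taken from the 5 largest rises and falls among those with at least 50 CPM. An item withheld for evaluation is not reported here. Ly6e, Il1b, Gm10800, Xist, the Y-linked genes and those that set the wild-type line apart were singled out after their values were seen, as were the genes with Live-seq to scRNA-seq calls. Lists of macrophage, LPS, mesenchymal, adipogenic, nuclear and immediate early genes, the main tests and the alternatives were chosen before the data were examined, apart from the added edgeR 4 fit, the resolution for ASPCs, and 3 alternatives for states against the rest (sums from a single cell kept, cells sampled down, and cells within the paper's limits alone).

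Clustering used Seurat with log-normalization to 10000, 500 variable genes, 10 principal components and a resolution of 0.2. Clusters with a majority of ASPCs were clustered again with 2000 variable genes and scaling for total counts and genes detected, also at a resolution of 0.2. The paper names the default Seurat pipeline for this step, which has a resolution of 0.8, so that 0.2 departs from its wording. The default was added as an alternative after the data had been seen. Cell cycle scores were computed on genes counted in at least 10 cells. Adjusted Rand indexes within 0.05 and correlations within 0.1 were taken as unchanged, limits set for this purpose. Correlations across cells were computed within batches and carry no p, as cells of a batch are not replicates. For down-sampling, scRNA-seq RAW cells were matched to Live-seq cells by rank of genes detected, sampled down to their number of genes and up, with replacement, to their library size.

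The tests were tested on simulated data with 200 changed genes. Every gene had the same dispersion there and, apart from the change, the same level in all states. Genes in the real data differ in both, so that the shares recovered and falsely called need not hold for them. With the spread between sums fitted to Live-seq, a dispersion of 1.33, edgeR recovered 0 of 100 genes with a log2 change of 4 between RAW_LPS and RAW_Mock, as did the edgeR 4 fit, and 0 of 100 for IBA against the rest, and DESeq2 recovered 62 with 69% of its 258 calls false. With the spread of scRNA-seq, 0.172, edgeR recovered 100 of 100, and 67 of 100 with a log2 change of 2, with 1.76% of calls false, and 18.9% of the calls of DESeq2 were false. Between techniques, edgeR recovered 0 of 100 genes with a log2 change of 4 in RAW_Mock, so that 0 calls there do not show that the techniques are alike. Averaged over 4 states it recovered 95 of 100, and 16 with a log2 change of 2.

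Alternatives were DESeq2, its size factors in edgeR, other filters on low counts, no replicate block, other minimum numbers of cells per sum, each batch left out, all genes kept, cells within the paper's limits alone, cells sampled down to 50000 counts (without the 3 Live-seq, 1 scRNA-seq and 2 control IBA cells that had fewer), RAW cells alone, and other settings for clustering and correlations. Other groupings of the sums were counted in full up to 56, and by 40 random draws for state against the rest and 60 for the technique average, fewer than 100 because of the time a fit takes. Experiments without deposited counts or without labels that map them were left out, among them those of Fig. 1, the imaging of the Tnf reporter and the enrichment of gene ontology terms.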

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

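The tests in this part were chosen after the values had been seen, except that of mislabelled samples as the origin of Y-linked counts. Groups of values were examined for 1 lying far from the others. There were 28, which were 13 measures over the 4 batches of RAW_Mock and over the 5 of RAW_LPS in Live-seq, and the differences within the 4 RAW and the 9 ASPC pairs. In 6 of them a value lay far out, where chance gives about 1 in 20. The measures share the same batches and are not independent.

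In RAW_Mock cells of batch 6, mCherry was at 1328 CPM, EGFP at 539.8 and Gsn at 1275, each far above the other 3 batches. A single cell held 92.4% of the mCherry and 78% of the EGFP counts of the batch, and another cell held 84.7% of the Gsn counts. Of the 8 cells, 2 had mCherry counts and 3 had Gsn counts. The values of the batch are therefore those of single cells. In the cell with the most mCherry, the LPS list took 0.987% of the counts, within the range of the RAW_LPS cells of the batch (0.557 to 3.61%) and also within that of its other RAW_Mock cells (0.0333 to 1.31%), so that a mislabelled sample cannot be told apart from a mock-treated cell with reporter expression. The design gives no biological explanation for a single cell, and none was tested.

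Ly6e in RAW_Mock cells of batch 7 was at 5.612 CPM, against at most 0.64 in the other batches. All of its counts (100%) were in 1 of 20 cells, which accounts for the value. No biological explanation was tested.

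Ly6e in RAW_LPS cells of batch 5Reseq was at 1045 CPM and at 0 in the other 4 batches. All 11 wild-type RAW_LPS cells had between 27 and 1141 counts, and the wild-type RAW_Mock cell had 81. RNA from IBA cells or ASPCs is argued against, as the level was 358% of the highest in any sum of those cells (292 CPM) and the mesenchymal list had 0 counts. A difference between the wild-type and RAW-G9 lines stays open. All 14 RAW-G9 sums of both techniques were at 8.45 CPM or below, but the wild-type line is in batch 5Reseq alone, so that line and batch cannot be told apart.

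The macrophage score, the mean log-normalized value of that list, was 2.323 in RAW_LPS of batch 5Reseq and 1.6 to 1.78 in the others. A difference in depth is argued against, since the score was 2.32 with cells sampled down to equal counts. In 7 of the 10 genes batch 5Reseq lay above every RAW-G9 sum, but the same confounding of line and batch keeps a difference between lines open.

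Counts of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were seen in ASPCs, at 130 CPM in scRNA-seq and 118 CPM in Live-seq, which the paper does not report on. Its methods describe the mice for ASPCs as female. In scRNA-seq, the level was 81.2% of that in IBA cells, which came from male mice. Among 95 scRNA-seq ASPCs, 56 had Y-linked counts and no Xist, 4 Xist alone, 16 both and 19 neither. Among 98 Live-seq ASPCs the numbers were 51, 4, 3 and 40. A mislabelled sample is argued against, as 1 such ASPC lay in a cluster of IBA cells. RNA from IBA cells is argued against, as Ptn was at 0.975% of its IBA level. Reads shared with X-linked paralogs are argued against, as Y-linked counts were 1.46% of those of the paralogs in scRNA-seq RAW cells and 39.8% in ASPCs. Male animals among the donors are a candidate explanation for the 56 cells. They do not account for the cells with both, since 16 were seen where 15.2 are expected if the counts were independent. Whether those 16 were a pair of cells in 1 well cannot be told apart from other origins. They had 1.21 times the median genes of cells with Y-linked counts alone, but a cell with more genes detected is also more likely to have counts of both.

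Gm10800, outside the genes the paper discusses, was at 264.8 CPM (258 to 272) in IBA cells 1 h after Live-seq, at 207 at 4 h and at 8.89 (7.75 to 10.2) in control cells. A difference in depth is argued against, with a log2 ratio of 5.97 at 1 h after cells were sampled down. A single cell as the whole origin is argued against, as the ratio was 4.44 at 1 h and 2.51 at 4 h without the cell with the most counts, which held 28% and 75.6% of them. Reads shared with related genes are a candidate explanation for part of the counts. All 11 related genes tested share stretches of sequence with Gm10800 (17.2 to 32.6%) and rose at 1 h, from 2.99 to 48.5 CPM together. The level also varied between batches of whole cells that had not been sampled before. In scRNA-seq IBA cells it was 7.71, 7.63 and 84.4 CPM (batches 8_8, 9_1 and scRNA), each below the levels after sampling. In scRNA-seq ASPC_Post cells of batch 9_1 it was 862 CPM. Among Live-seq libraries, which are themselves biopsies, it reached 40800 CPM in RAW_Mock cells of batch 6, where 1 cell held 97% of the counts. With 1 batch, an effect of the sampling cannot be separated from variation between batches or shared reads, and stays untested.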

How the results depend on the processing

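The edgeR 4 fit, a resolution of 0.8 for ASPCs alone and, for states against the rest, at least 1 cell per sum, cells sampled down and cells within the paper's limits alone were chosen after the data had been seen. Of 333 alternative values for 37 comparisons, 224 kept their direction and size or side of the threshold, 29 were weaker, 46 stronger, 33 moved and 1 was reversed. Where no reason is given, the cause was not tested.

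DESeq2 called 346 genes instead of 0 in Live-seq RAW_LPS against RAW_Mock and 701 instead of 170 in scRNA-seq. For Live-seq states against the rest it called 1284 (RAW_Mock), 1624 (RAW_LPS), 657 (IBA) and 405 (ASPC_Pre) instead of 184, 249, 79 and, for ASPC_Pre, 90 higher and 11 lower. Between techniques it called 102, 207, 127 and 62 in these states, where edgeR called 0, and 232 instead of 10 on average. In simulated data, 69% of its calls were false with the Live-seq spread. That spread was the same for every gene, unlike in the real data, so that the share need not hold for these calls. The edgeR 4 fit called 469, 523, 347 and 447 for the Live-seq states, 5 and 461 for LPS in Live-seq and scRNA-seq, and 6 for the technique average. With DESeq2 size factors the technique average had 5 calls.

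Without a filter on low counts, Live-seq had 150 calls in IBA, 169 in ASPC_Pre and 1 for LPS, scRNA-seq had 276 for LPS, and the techniques differed in 18 genes in RAW_Mock, 49 in RAW_LPS, 58 in IBA, 1 in ASPC_Pre and 317 on average. The default filterByExpr gave 0 for the average. With at least 8 cells per sum, RAW_Mock had 272, RAW_LPS 352, IBA 137 and ASPC_Pre 171 calls in Live-seq, and with at least 1 cell per sum RAW_Mock had 132, IBA 12, ASPC_Pre 8 and RAW_LPS 128 higher and 36 lower, all fewer than with at least 3. These 4 values are not part of the tally above. With cells sampled down to equal counts, LPS had 2 calls in Live-seq and 368 in scRNA-seq, and the technique average 0. The Live-seq states then had 232 (RAW_Mock), 309 (RAW_LPS), 123 (IBA) and 193 (ASPC_Pre) calls, more than with all counts and in the same order of states. With RAW cells alone in the fit, scRNA-seq had 583 calls for LPS.

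Without the replicate block, Live-seq had 365 calls in RAW_Mock, 476 in RAW_LPS, 170 in IBA and 175 in ASPC_Pre, and scRNA-seq 35 for LPS. The log2 fold change of Ly6e in RAW_LPS against the rest was 2.06 without the block instead of -13.53. Ly6e was counted in wild-type RAW_LPS cells, which are in 1 batch.

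With each batch left out in turn, Live-seq calls ranged from 29 to 262 in RAW_Mock, 37 to 358 in RAW_LPS, 1 to 131 in IBA and 0 to 171 in ASPC_Pre. The lowest numbers came without batch 9_4 or 8_8 and the highest without batch 6. In scRNA-seq they ranged from 1749 to 3350 in RAW_Mock, 2109 to 3667 in RAW_LPS, 1864 to 3092 in IBA and 0 to 33 for LPS, where each set leaves a pair of batches per treatment. Between techniques they ranged from 0 to 3 in RAW_LPS, 0 to 1 in IBA, 0 to 24 in ASPC_Pre and 0 to 85 on average. Live-seq RAW_LPS against RAW_Mock had 0 edgeR calls each time.

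With 2000 variable genes the adjusted Rand index was 0.548 in Live-seq and 0.727 in scRNA-seq. At resolutions 0.1, 0.4 and 0.8 it was 0.551, 0.657 and 0.651 in Live-seq and 0.914, 0.736 and 0.603 in scRNA-seq, and with cells sampled down 0.945 in scRNA-seq. The share of cells misassigned was 31.76, 8.11 and 8.45% in Live-seq at these resolutions. With only the ASPCs clustered at 0.8, the index was 0.802 in Live-seq and 0.841 in scRNA-seq, with 8.45% and 1.99% of cells misassigned. In scRNA-seq it was 8.12% at resolution 0.1 and with ASPCs not clustered separately, and 8.3% with 20 principal components. scRNA-seq cells had 7569 genes with at least 2 counts and 6226 genes after sampling down, both by construction.

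Fold changes of both techniques, over genes called in both, had correlations of 0.981 (RAW_Mock), 0.964 (RAW_LPS), 0.962 (IBA) and 0.944 (ASPC_Pre). Over genes called in scRNA-seq they were 0.893 for IBA and 0.706 for LPS. Spearman's rho was 0.762 for RAW_Mock, 0.661 for IBA and 0.697 for ASPC_Pre. With log2 ratios of CPM + 1 the value for LPS was 0.459. Over all genes passing the filter, cells of different states had a mean correlation of 0.406. Pooled over batches and treatments, r was 0.776 for Nfkbia and Tnf and -0.579 for the S phase score and Tnf. The latter is reversed against the mean within RAW_LPS batches and larger than that within RAW_Mock, since pooling adds the difference between treatments. Down-sampling without sampling up left 491 calls.

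Of 1010 alternative values for the named genes, 805 were unchanged by these criteria, 126 were weaker, 6 stronger, 72 moved and 1, that of Ly6e, was reversed. In Live-seq states against the rest, 67 of 312 values lost their call, 21 of them without batch 9_4, 19 without batch 8_8 and 14 without batch 7. In scRNA-seq after LPS, 44 of 169 did, 11 without each batch. With cells sampled down to 50000 counts, Live-seq cells had a mean of 3186.2 genes (293 cells) instead of 4131.5, so that depth limits the genes counted per cell. States still differed, with means from 2634.9 in RAW_Mock to 4201.4 in ASPC_Post.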

Differences from the paper's values

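The alternatives named in this part were set before the data were examined, except the edgeR 4 fit and a resolution of 0.8 for ASPCs alone, which were chosen after the values had been seen. The paper gives a depth of 70000 reads per cell for scRNA-seq as the paper's value, and the deposited counts have a median of 467677 per cell. No alternative was set for this measure.

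The paper's adjusted Rand index is 0.81 for Live-seq, and 0.731 was found here. All 12 alternatives for clustering set beforehand also differ from it, and 0.8 for ASPCs alone, chosen after the values had been seen, gave 0.802. For scRNA-seq the paper's value is 0.95, and 0.839 was found here. Resolution 0.1 (0.914) and cells sampled down to equal counts (0.945) lie within 0.05 of the paper's value, and the other 10 alternatives do not. The paper's share of misassigned ASPCs and RAW cells in Live-seq is 7.6%, and 19.84% was found here. Resolutions 0.4 (8.33%) and 0.8 (8.73%) do not differ from the paper's value, and the other 10 do. With 0.8 for ASPCs alone, chosen after the values had been seen, it was 8.73%.

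For ASPC_Pre against the rest, the paper's supplementary tables give log2 fold changes in Live-seq of -5.74 for Ccl4, -5.46 for Ctss and 9.63 for Actg2, as the paper's values, and the fitted values here were -9.29, -8.56 and 13.04. Ccl4 and Ctss have no counts in ASPC_Pre, so that their fitted values depend on the prior count and cannot be set against the paper's. For Actg2, all 12 alternatives differ from the paper's value. In scRNA-seq the paper's values are 8.55 for Mfap5, 10.37 for Cck and 5.35 for Tnfrsf11b, and those here were 14.27, 13.53 and 13.49, with all 10 alternatives differing. The values here are against an average over states on the log2 scale. Of these tables, 1999 genes each were available, without 6391 in Live-seq and 13657 in scRNA-seq.

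The paper shows 5 Live-seq groups that follow cell type and state. Here 4 clusters formed, with ASPC_Pre and ASPC_Post in a single one. At resolutions 0.4 and 0.8 each state had a cluster, as with 0.8 for ASPCs alone, the default of the pipeline the paper names for them, chosen after the values had been seen. The paper compares differentially expressed genes of RAW cells before and after LPS between both techniques (Supplementary Fig. 4). Here edgeR called 0 genes with batch sums as replicates, with 467 at an unadjusted p below 0.05. DESeq2 called 346, sampling cells down 2, no filter on low counts 1, and the edgeR 4 fit, chosen after the values had been seen, 5. The paper describes an anticorrelation of the S phase score and Tnf across scRNA-seq RAW cells. Here the mean within batches was 0.228 in RAW_LPS and -0.294 in RAW_Mock, and the value pooled over batches and treatments was -0.579.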

Other observations

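Tests in this part chosen only after the result was seen are the groupings for RAW_LPS against RAW_Mock and for IBA against the rest, and those on nuclear RNAs in batch 8_8 alone, on nuclear RNAs and immediate early genes in IBA cells, on S phase within RAW_Mock, on misassigned RAW_Mock, RAW_LPS and IBA cells taken separately, on the batches of ASPC_Pre, on the number of calls in both techniques, on Il1b and on immediate early genes after sampling.

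Other groupings of the same sums were fitted, and the real one is included in the counts that follow. For Live-seq RAW_LPS against RAW_Mock, all 35 of 35 gave at least the 0 edgeR calls of the real one, which holds by construction and tests nothing, and 2 of 35 gave at least its 467 genes at an unadjusted p below 0.05. For states against the rest, 1 of 40 groupings gave as many calls as the real one for Live-seq RAW_Mock, 2 of 40 for RAW_LPS and 2 of 40 for IBA. For RAW_Mock the highest number in another grouping was 0, against 184. The other grouping for RAW_LPS, with 983 calls, held all 3 sums of batch 9_4 other than those of RAW cells and both RAW sums of batch 6. Why it had more calls than the 249 of the real grouping was not tested. The one for IBA, with more calls than the 79 of the real grouping, held RAW sums of batches 7 and 8_8. In scRNA-seq it was 1 of 40 for RAW_Mock, RAW_LPS and IBA, and 1 of 10 for LPS, the smallest share that 3 sums against 3 allow. The highest numbers in other groupings were 15, 0, 0 and 0, against 3179, 3403, 2856 and 170. Between techniques it was 1 of 60 for the average, with at most 1 call in another grouping against 10. In RAW_Mock, RAW_LPS and IBA it was 35 of 35, 56 of 56 and 10 of 10, again by construction, as the real groupings had 0 calls. The highest numbers of calls in other groupings there were 1, 63 and 0.

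Averaged over 4 states, nuclear RNAs were lower in Live-seq, with a median log2 fold change of -0.54 over 11 of 14 genes, of which 10 were lower. This lay at percentile 2.12 of random lists matched on expression, at 4.98 by DESeq2, at 7.6 after cells were sampled down to equal counts and at 34.05 without batch 9_4. In batch 8_8 alone, which holds both techniques, the median was -1.79, with 10 of 11 lower, at percentile 1.36, which argues against a difference between batches as the whole origin. In IBA cells the median was 0.44, with 4 of 11 lower, at percentile 98.87, which argues against a loss of nuclear RNA from the biopsies in every state. For the average, a low share of nuclear RNA in cytoplasmic biopsies and the lower number of genes in Live-seq cannot be told apart, as the list is short and its percentile moved across the limit of 5 with depth. Averaged over 4 states, immediate early genes were higher in Live-seq, with a median of 0.69 over 15 genes at percentile 100, and in batch 8_8 alone 0.13 at percentile 99.89. The medians were 1.91 in ASPC_Pre, 0.8 in RAW_LPS, 0 in RAW_Mock and -0.41 in IBA. Live-seq cells were handled as well, at room temperature, so that an induction in both techniques cannot be excluded. The average argues only against an induction by dissociation before scRNA-seq that is larger than in Live-seq and common to the states. In IBA cells, where 10 of 15 genes were lower in Live-seq, the median lay at percentile 11.18, within the random lists, and such an induction and a difference between batches cannot be told apart. Of these lists, edgeR called no gene for the average, DESeq2 called 1 nuclear RNA, and edgeR without a filter on low counts 1 immediate early gene. The fold changes had a Spearman rho with gene length of -0.039 for the average, 0.159 in IBA, -0.125 in ASPC_Pre, -0.103 in RAW_Mock and -0.054 in RAW_LPS. The 10 genes called for the average had a median length of 2447 bases, against 4376 for all genes. A bias by length and other origins of these calls cannot be told apart, as the relation differed in sign between states and 10 genes are few. The 10 genes lower in Live-seq on average were Pdzd2, B3galt2, Zfp85, Adam4, Zfp456, 3010003L21Rik, Gm37780, Gm37238, Gm37334 and Gm47963.

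The mean correlation of Nfkbia and Tnf within RAW_LPS batches was 0.621, and 0.598 after cells were sampled down, which argues against a mixture of treatments or a difference in depth as the whole origin of the pooled relation. For the S phase score and Tnf over all RAW cells, a mixture of treatments stays a candidate explanation of the negative pooled value, as the mean within RAW_LPS batches was 0.228. Within RAW_Mock the mean was -0.294, and -0.235 without the 4 cells of batch scRNA that were in the RAW_LPS cluster, where r went from -0.318 to -0.143. It stayed negative in 3 of 3 batches, but with so few batches a remaining mixture cannot be told apart from a relation within mock-treated cells.

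The 16 RAW and IBA cells of Live-seq in a cluster of another state had 0.96 times the median genes of their state and batch, a value that combines cells with more and with fewer genes. The 5 RAW_Mock cells had 1.52 times, which argues against low depth for them. The 8 RAW_LPS cells had 0.74 times, with 5 of them lower, and the 3 IBA cells 0.43 times, with 3 of 3 lower, and for both low depth stays a candidate explanation. ASPC_Pre cells of batch 8_8 had fewer genes than those of batch 9_4 also after sampling down, with medians of 1410 and 4731, which argues against depth alone. No biological explanation was tested for these.

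More genes were called after LPS in scRNA-seq than in Live-seq. Down-sampled scRNA-seq cells gave 491 calls without sampling up and 0 with it, so that fewer genes detected per cell cannot be told apart from other differences between the techniques, such as the spread between batches.

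In scRNA-seq RAW_Mock cells of batch scRNA, 9644 of 9649 Il1b counts were in 4 of 95 cells, the only mock-treated cells in the RAW_LPS cluster. Of 56 genes lower after LPS, 78.6% were nearer to the level of RAW_LPS cells in these cells, and their median was 0.268 CPM, against 44.3 in the other RAW_Mock cells. This argues against RNA from RAW_LPS cells in the wells, and mislabelled samples are a candidate explanation. Without the 4 cells, Nfkbia in this batch went from 548 to 386 CPM, and Tnf, at 336 CPM with them, was lower as well. A response of single cells without LPS was not tested.

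Of 16 immediate early genes, 7 had at least 50 CPM in at least 1 of the 3 groups of IBA cells (control, 1 h and 4 h after Live-seq sampling) and at least 2 counts in 15% of the cells. Their median log2 ratio to control cells was 0.33 at 1 h and -1.25 at 4 h, and all 7 were lower at 4 h than at 1 h. After sampling down it was -1.54 at 4 h, which argues against a difference in depth for these 7. Over all 16 genes the median was 0.33 at 1 h and -0.25 at 4 h, with 13 lower at 4 h than at 1 h. Among those under the limit of 50 CPM, Atf3, Nr4a1 and Fosb were above the control at 4 h, by 2.34, 1.79 and 1.3. With 1 batch, time and handling cannot be separated.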
